# Dual role for miR-34a in the control of early progenitor proliferation and commitment in the mammary gland and in breast cancer

**DOI:** 10.1038/s41388-018-0445-3

**Published:** 2018-08-09

**Authors:** Paola Bonetti, Montserrat Climent, Fabiana Panebianco, Chiara Tordonato, Angela Santoro, Matteo Jacopo Marzi, Pier Giuseppe Pelicci, Andrea Ventura, Francesco Nicassio

**Keywords:** Cancer stem cells, Non-coding RNAs, Cancer stem cells, Non-coding RNAs

## Abstract

The role of the tumour-suppressor miR-34 family in breast physiology and in mammary stem cells (MaSCs) is largely unknown. Here, we revealed that miR-34 family, and miR-34a in particular, is implicated in mammary epithelium homoeostasis. Expression of miR-34a occurs upon luminal commitment and differentiation and serves to inhibit the expansion of the pool of MaSCs and early progenitor cells, likely in a p53-independent fashion. Mutant mice (miR34-KO) and loss-of-function approaches revealed two separate functions of miR-34a, controlling both proliferation and fate commitment in mammary progenitors by modulating several pathways involved in epithelial cell plasticity and luminal-to-basal conversion. In particular, miR-34a acts as endogenous inhibitor of the Wnt/beta-catenin signalling pathway, targeting up to nine upstream regulators at the same time, thus modulating the expansion of the MaSCs/early progenitor pool. These multiple roles of miR-34a are maintained in a model of human breast cancer, in which chronic expression of miR-34a in triple-negative mesenchymal-like cells (enriched in cancer stem cells—CSCs) could promote a luminal-like differentiation programme, restrict the CSC pool, and inhibit tumour propagation. Hence, activation of miR-34a-dependent programmes could provide a therapeutic opportunity for the subset of breast cancers, which are rich in CSCs and respond poorly to conventional therapies.

## Introduction

Breast cancer is a heterogeneous disease with tumour subtypes defined either by histopathology based on hormone receptors (ER+/–, PR+/–, HER 2+/–) or molecularly, using gene expression-based classifier (basal, HER2, luminal A, luminal B, normal-like) [1]. Emerging evidences suggest that a subpopulation of cells with aberrant stem-like properties, called cancer stem cells (CSCs), can account for the biological and molecular heterogeneity of mammary tumours and may contribute to the emergence of therapeutic resistance and disease relapse [2, 3]. Recently, a functional plasticity within different subset of cells emerged, suggesting that CSCs are not a static entity but rather the result of the acquisition of “stemness” properties by tumour cells. Several signalling pathways involved in development and cellular plasticity have been associated to either normal mammary stem cells (MaSCs) or CSCs of the breast, such as the epithelial-to-mesenchymal transition (EMT) programme, Notch, Hedgehog, Wnt/beta-catenin, and p53 [4–7]. In particular, p53 can limit the expansion of the MaSC pool through different mechanisms, as it regulates the polarity of stem cell division by imposing an asymmetric mode of cell division [6] and negatively regulates the EMT programme [8]. Accordingly, re-stabilization of p53 in mammary tumours by pharmacological treatment reduces the number of CSCs and inhibits tumour progression and growth in vivo [6]. The molecular determinants regulated by p53 that are required for the acquisition and the maintenance of stemness traits in normal and tumour cells remain largely unknown.

Recently, microRNAs (miRNAs), an evolutionarily conserved class of small non-coding RNAs (of 18–24 nucleotides), have emerged as pivotal regulators of gene expression and are involved in a variety of cellular processes, including differentiation, growth control, and cell fate determination (reviewed in [9]). miRNAs negatively regulate gene expression at the post-transcriptional level, with each miRNA able to target several mRNA species. It is becoming evident that miRNAs may act as master regulators of the self-renewal and differentiation of stem cells, and their aberrant regulation in tumours has been shown to participate in the emergence and maintenance of CSCs, especially for breast cancers [10–12]. Some miRNAs have been already reported to be under the control of p53, such as miR-145 [13], miR-107 [14], miR-192, miR-215 [15], and the miR-34 family (of -34a, -34b, and -34c). miR-34 is a tumour suppressor miRNA family that has been discovered as a direct downstream component of the p53 network [16]. Indeed, miR-34 family members are involved in the regulation of a variety of cellular processes relevant in cancer, such as cell-cycle, apoptosis, invasion, EMT, differentiation, and stemness [17] and are frequently downregulated or silenced in tumours, including those of the breast [4, 18]. Of note, ectopic expression of miR-34a has been shown to inhibit prostate [19] and colon CSCs [20], making the miR-34 family potential suppressors of CSCs too. However, the physiological role of miR-34 family and its involvement in p53-dependent phenotypes in the mammary gland and in stem cells (MaSCs or CSCs) remains largely obscure. Here, we investigated the physiological roles of miR-34s in the mammary gland using cell models and mutant (miR34-KO) mice and revealed multiple roles for miR-34a in the control of both proliferation and luminal fate commitment of mammary progenitors.

## Results

### miR-34a/b/c expression in mammospheres and MaSCs

We isolated primary mammary epithelial cells from either wild-type (WT) or p53-null mice and grew them as mammospheres, a selective condition for MaSCs. p53-null mice showed an expansion in mammosphere number, highlighting an increased frequency of MaSCs in the mammary epithelium, and an enhanced self-renewal potential (immortal behaviour) (Fig. 1a, b), mimicking the expanded CSC pool typical of the most aggressive (p53-mutated) breast cancers. The three members of the miR-34 family—34a-5p, -34b-3p, and -34c-5p—were all potently downregulated in p53 null mammospheres (Fig. 1c). These miRNAs originate from two distinct genetic loci: one produces the miR-34a transcript, and the other produces the miR-34b and miR-34c primary transcript. Transcription of both genes was dependent on p53 in mammospheres (Fig. 1d) and p53 binding on miRNA promoters was confirmed in mammary epithelial cells (Fig. 1e). In WT cells the expression of miR-34a-5p and miR-34c-5p (which have identical seed sequence and therefore share targets) increased along mammosphere formation, while miR-34b-3p was low expressed and poorly regulated (Fig. 1f). Mammospheres are formed by MaSCs (or early progenitors) with more differentiated cells that physically constitute the sphere. We isolated MaSCs from mammosphere culture through FACS, exploiting a previously validated approach based on labelling (by PKH26) of quiescent stem cells [3, 6] (Fig. 1g). The expression of miR-34s was low in stem cells (PKH26-positive) and much increased in more differentiated cells (PKH26-negative; Fig. 1h). We also measured miRNAs in subpopulations of mammary epithelial cells directly isolated from young (6–8-week-old) virgin mice based on surface markers (as in [21]; Fig. 1i). The expression of miR-34s was low in the subpopulation enriched for MaSCs (CD61+/CD49+; MaSCs and myoepithelial cells) and increased along the luminal differentiation route (luminal progenitors (LuP) and differentiated (LuD) cells; Fig. 1j). In all conditions (primary mammospheres and mammary epithelial cells) miR-34a-5p was the most abundant and regulated miRNA of the family.

**Fig. 1:**
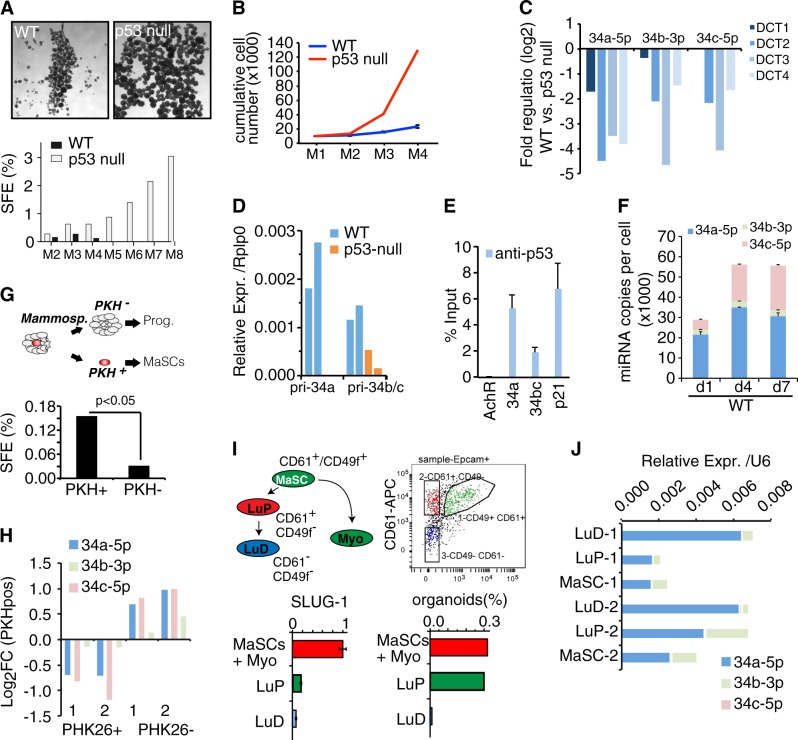
miR-34a/b/c are p53-regulated miRNAs in the mammary gland and increase expression during luminal differentiation. **a**, **b** WT and p53-null mammospheres were analyzed in a serial propagation assay, which measured the sphere-forming efficiency (SFE, %) and the cell number at each passage (**b**). This assay reproduces the “mortal” vs. “immortal” behaviour of MaSCs from WT and p53-null mice. Representative images of mammosphere cultures are shown. Scale bar, 100 μm. One representative experiment (out of four experiments) is shown. **c** RT-qPCR performed on four independent preparations of mammospheres. Data are represented as log2 fold-regulated expression levels of p53 null over WT. **d** Levels of primary transcripts from *miR-34a* and *miR-34b/c* genes were analyzed in WT and p53-null mammospheres by qRT-PCR from two independent experiments. Rplp0 was used for normalization. **e** p53 binding to *miR-34a* and *miR-34b/c* promoters by ChIP-qPCR. Data are reported as percentage of input. Positive control, *p21* promoter; negative control, *AchR* promoter. **f** Absolute levels of miR-34a-5p, miR-34b-3p, and miR-34c-5p (as copies per cell—CPC) in WT M1 mammospheres at day 1, 4, and 7 after plating. The average and SD of triplicate experiments are shown. **g** Scheme showing the PKH26 label-retaining approach and evaluation of sphere-forming efficiency (SFE) on sorted populations. **h** Expression of miR-34c and miR-34a in MaSC that were FACS-sorted using PKH26. Two independent experiments are shown. **i** Scheme showing the mammary epithelial hierarchy and the isolation of subpopulations by FACS profiles of freshly isolated MECs using the CD49f and CD61 markers of MaSCs, luminal progenitors (LuP), differentiated (LuD), and myoepithelial cells (Myo). Bar graphs show mRNA levels of Slug-1, which marks the MaSCs/myoepithelial pool measured by RT-qPCR, and percentage of organoids obtained in 3D Matrigel (which indicates the organogenesis potential typical of MaSC and luminal progenitor cells). **j** Expression of miR-34a and miR-34c measured in the sorted subpopulations described in **i** from WT mice from two independent preparations

### miR-34a expression inhibits self-renewal of MaSCs

As MaSCs are supposed to have very low levels of miR-34a as compared more differentiated cells (Fig. 1), we sought to stratify the self-renewal properties of mammary epithelial cells according to the endogenous expression levels of miR-34a. We used a lentiviral miRNA sensor that has a GFP transgene directly responsive to miR-34a (Sensor-34a) due to the presence of four perfect binding sites for miR-34a in its 3′ UTR, plus a second transgene (ΔNGFR, a truncated form of NGFR) for normalization [22] (Fig. 2a). The control sensor (Sensor-SCR) showed a homogenous GFP expression in mammospheres, while two differential populations could be distinguished in mammospheres infected with Sensor-34a: GFP^high^ and GFP^low^ populations, which had low and high levels of miR-34a, respectively (Fig. 2a, b). Interestingly, these two populations showed a remarkably different sphere-forming efficiency (SFE), both in primary mammary cells and in NMuMG cells (*P* < 0.01; Fig. 2c, d), suggesting that miR-34a expression negatively correlates with self-renewal ability. MaSCs are characterized by an asymmetric mode of division, generating one MaSCs and one progenitor per division, thus maintaining the stem cell pool. Using miR sensor, we assessed miR-34a expression during asymmetric division of MaSCs (monitored by Numb and CD49f staining [23]), as previously observed in colon [20]. Indeed, we observed that miR-34a was frequently asymmetrically partitioned (*P* < 0.05; Fig. 2e–g) with MaSCs showing high GFP levels (low miR-34a), thus confirming miR-34a as marker of early progenitor/differentiated cells. Hypothesizing that expression of miR-34a restricts the MaSC pool, we used serial propagation of mammospheres as a surrogate assay to measure MaSC self-renewal. Ectopic expression of miR-34a strongly inhibited the expansion of the MaSC pool in mammospheres from either WT or p53-null mice (Fig. 2h, i). This effect was accompanied by concomitant reduction of cell growth and mammosphere size (Fig. 2j, k). Overall, these data demonstrated that in a normal murine mammary gland, miR-34a acts as a direct downstream p53 target, induced along the commitment/differentiation pathway of LuPs. Expression of miR-34a could restrict the MaSC/early progenitor pool and affect the proliferative potential of early progenitors in a p53-independent fashion.

**Fig. 2:**
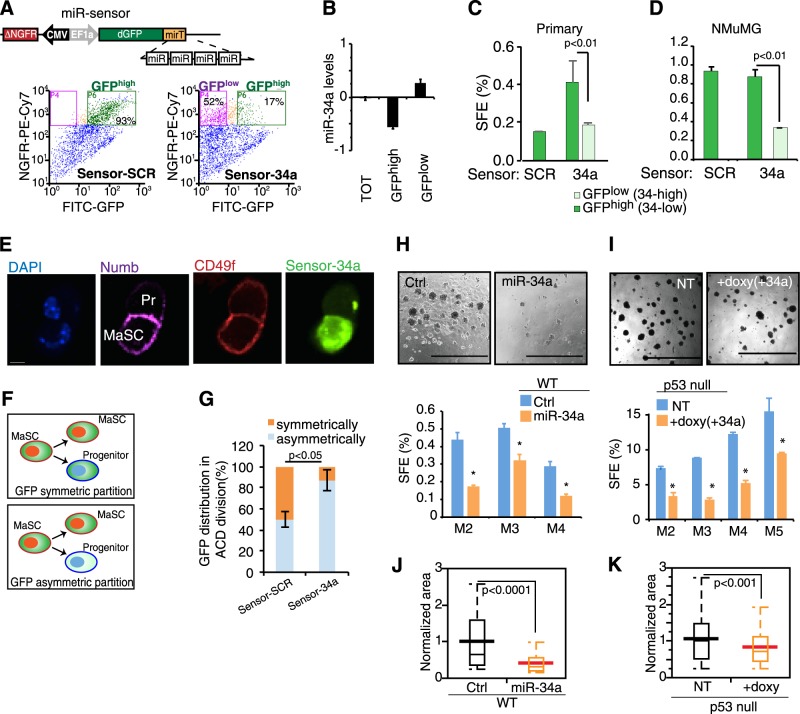
miR-34a expression inhibits self-renewal of MaSCs. **a** Top panel, schematic representation of miR-sensor construct. Lower panel, FACS analysis of WT mammospheres infected with control (sensor-SCR) and miR-34a (-34a) sensor and analyzed by ∆NGFR-PE-Cy7 and GFP intensity (GFP^high^ and GFP^low^ cells). Populations with a fixed ΔNGFR levels were selected by FACS. **b** miR-34a levels measured by RT-qPCR in the total ∆NGFR-PE-Cy7 population (TOT) or from GFP^high^ or GFP^low^-sorted cells. **c**, **d** Sphere-forming efficiency (SFE, %) of mammospheres from GFP^high^ and GFP^low^ using sensor-SCR or -34a in primary mammary epithelial cells (**c**) or in NMuMG cells (**d**). Data represents the average, SD, and *P*-value (Student’s *t*-test) from independent experiments (*n* = 3). **e** Representative image of mammary stem cells (MaSCs) asymmetric cell division (ACD) of cells infected with sensor-34a. GFP expression indicates levels/activity of miR-34a of miR-sensor (GFP^low^ = high miR-34a). The distribution of the fate determinant Numb and the basal marker CD49f were used to monitor ACD and to discriminate MaSCs from progenitor cells (Pr). Bar, 10 µm. **f**, **g** The partition of miR-34a (symmetric versus asymmetric) upon ACD of MaSCs was followed with the GFP intensity of miR-sensor. The plot (**g**) summarizes the results as average, SD, and *P* (Student's *t*-test) from independent experiments (*n* = 3). **h** Mammospheres from WT mice infected with lenti-control (Ctrl) or pCDH-miR-34a-expressing vectors (miR-34a). **i** Mammospheres from p53-null mice infected with the inducible vector pSLIK34a. The serial propagation of mammospheres was used to infer the MaSCs self-renewal potential. Representative images are shown (bar, 2 mm). Plots reporting the average, SD, and *P*-value (Student’s *t*-test) from independent experiments (*n* = 3). Asterisks mark significant differences. *P* < 0.05. **j**, **k** Distribution of the normalized sphere area from **h** and **i**, respectively. **P < 0.01

### Loss of miR-34 affects mammary gland biology

To investigate the role of miR-34a in the physiology of the mammary gland, we took advantage of mice carrying targeted deletion of all miR-34 family members (miR-34TKO; [24]), thus avoiding functional redundancy. Mammary glands of miR-34TKO young (6–9-week-old) virgin mice were significantly bigger than age-matched controls, but no major alterations emerged during development (Fig. 3a–c). In particular, terminal end buds were larger, suggesting an effect on proliferation of early progenitors after loss of all miR-34s. Immunohistological analyses confirmed that miR-34TKO mice had hyperplastic mammary glands, with enhanced proliferation, as shown by increased Ki67 (Fig. 3d, e). Using cytokeratin 8 (K8) as luminal, and smooth muscle actin (SMA) as basal/myoepithelial marker, we found increased proliferation in both compartments, suggesting that miR-34 loss increased overall proliferation, perhaps by affecting early progenitor cells (Fig. 3f). Very similar results were observed also in the mammary gland of p53-null mice (Supplementary Fig. 1a, b). We analyzed surface markers by FACS and observed that the miR-34TKO mammary glands had a significantly higher content of total epithelial cells (Epcam^+^; Fig. 3g, i), in agreement with the histological analyses. The overall distribution of basal compared to luminal cells, and progenitor compared to differentiated cells, was maintained (Fig. 3g, h, j, k). We next analyzed miR-34TKO mammospheres. While we found a significantly higher number of sphere-forming cells in mammospheres from miR-34TKO mice compared to p53-null mice, this effect was restricted to the first passages (Fig. 3l and Supplementary Fig. 1c). These results suggested a transient amplification within the MaSC compartment, which would not be sufficient to acquire the fully expanded and “immortal” behaviour typical of a p53-null background. Accordingly, miR-34TKO mammospheres maintained a luminal profile (CD49f^–^/CD61^+^) similar to WT cells and in contrast to p53-null mammospheres (which acquired a basal phenotype, CD49f^+^/CD61^+^; Supplementary Fig. 1d). Further, the mammary repopulating units did not increase (Supplementary Fig. 1e, f). Taken together, these results highlighted a role for miR-34 in controlling mammary gland development through the expansion of the early progenitor pool. As compared to the effect of p53 loss in the MaSC compartment, miR-34 ablation was not sufficient to recapitulate the expansion in MaSCs number or their basal and “immortal” phenotype.

**Fig. 3:**
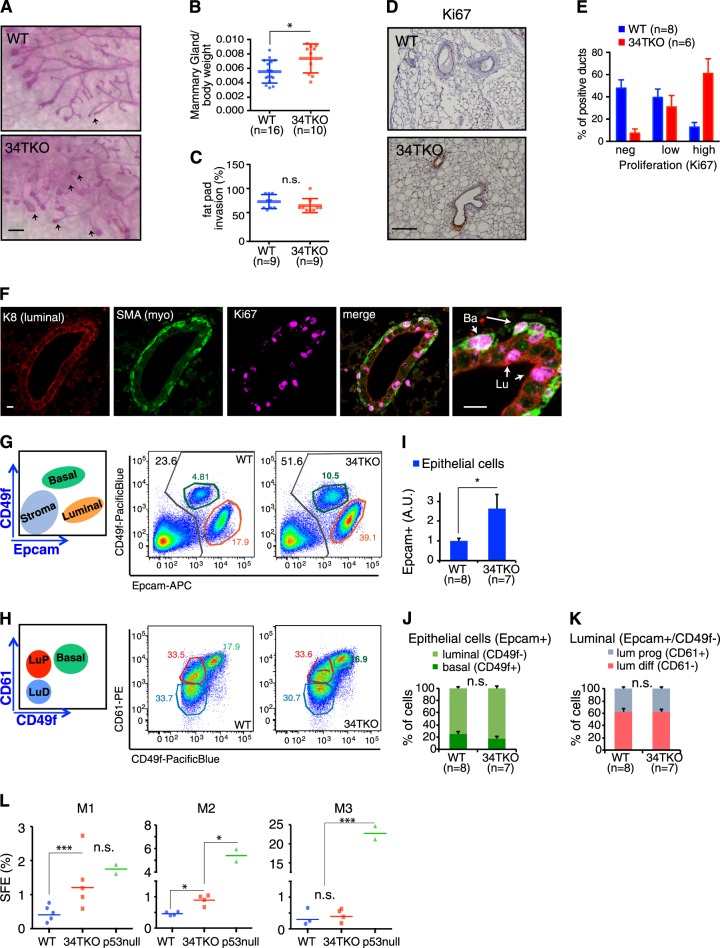
Loss of miR-34 affects mammary gland biology. **a** Whole-mount carmine staining of WT and miR-34TKO (34TKO) mammary glands of 6–8-week-old mice. Arrows mark terminal end buds. Scale bar, 1 mm. **b**, **c** Weight of mammary gland over total body (**b**) and epithelial cells mammary fat pad invasion (**c**) in 6–8-week-old WT and miR-34TKO mice. *P < 0.05 (Welch’s test); n.s. not significant. **d** Immunohistochemical analysis of mammary glands section of the proliferation marker Ki67 and counterstained with haematoxylin. Scale bars, 100 μm. **e** Percentage of mammary ducts positive for Ki67 according to the number of Ki67-positive cells within the ducts in each genotype (WT compared to 34TKO); neg = 0, low = 1–10, high >10-positive cells/duct. **f** Immunofluorescence staining of miR-34TKO mammary gland with Ki67, keratin 8 (K8), and smooth muscle actin (SMA) as luminal and basal/myoepithelial marker, respectively. Scale bar, 10 μm. **g**, **h** Schematic representation and FACS analysis of the WT and miR-34TKO mammary epithelial cells populations identified (**g**). Epcam^high^/CD49f^low^ cells, which represent the luminal population; Epcam^low^/CD49f^high^ cells, which represent the basal/myoepithelial population (**h**). CD49f^high^/CD61^high^ cells, which represent the basal/myoepithelial population; CD49f^low^/CD61^high^, which represent luminal progenitor cells; and CD49f^low^/CD61^low^, which represent luminal differentiated cells. **i** Quantification of FACS analyses of mammary epithelial cells subpopulations in WT and miR-34TKO mice, showing total epithelial cells (Epcam+). **j**, **k** Difference between luminal (CD49f–) and basal (CD49f+) cells (**j**); and separating luminal (Epcam+/CD49f–) cells from progenitors (lum prog, CD61+) or differentiated (lum diff, CD61–) cells (**k**). Data show the average, s.e.m., and *P-*values (Welch’s test) of three independent experiments. *P < 0.05; n.s. not significant. **l** Sphere-forming efficiency (SFE, %) of WT, miR-34TKO (34), and p53-null (p53) mammospheres measured at consecutive passages (M1, M2, M3) from multiple independent preparations. ***P < 0.01, *P < 0.05, n.s. not significant (Welch’s test)

### miR-34a controls fate commitment and proliferation of progenitor cells by modulating several pathways

CommaDβ cells are a normal murine mammary epithelial cell line composed by two different populations in equilibrium: one expressing high levels of stem cell antigen-1 (Sca-1), which displays properties of mammary stem/progenitor cells (Sca^high^ cells); and the other with low expression of Sca-1, composed by differentiated/luminal cells (Sca^low^ cells) [25]. The two populations showed differential expression of basal and luminal genes, along with different morphogenetic properties (Supplementary Fig. 2a–c). Strikingly, miR-34a was highly expressed and more active in Sca^low^ cells than Sca^high^ cells (Fig. 4a, b and Supplementary Fig. 2d). We next performed functional experiments by modulating miR-34a on either Sca^high^ or Sca^low^ cells using a lentiviral inducible vector (pSliK34a, doxycycline inducible) and a lentiviral miRNA sponge vector (miRZIP-34a), respectively (Fig. 4c, d). Consistently, miR-34a overexpression almost completely inhibited Sca^high^ cells from forming organoids (Fig. 4e), while miRNA inhibition enabled Sca^low^ cells to form such organoids (Fig. 4f). Because CommaDβ cells provided a model for studying the plasticity of mammary progenitors (Supplementary Fig. 2e), we wondered if miR-34a expression limits the spontaneous conversion of the more differentiated Sca^low^ cells into the early progenitor state (Sca^high^). Indeed, miRNA downmodulation in Sca^low^ cells resulted in a consistent increase in the Sca^high^ population (Fig. 4g). 

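RNA-seq covered 4 groups of CommaDβ cells with 3 libraries each. The groups were uninfected Sca high cells and Sca low cells, Sca high cells that carried the doxycycline-inducible pSliK34a vector and were left uninduced (Sca highNT), and cells of the same kind after 24 h of doxycycline, which is used at 2 μg/ml in the methods (Sca high34a). Total RNA was made into libraries with the Illumina TruSeq kit. The submitters' processing notes name TopHat2 2.0.6, the mm9 build of the mouse genome and DESeq2, while the read counter and the gene annotation are not given in the sources used here. The deposited table lists 21853 genes with 1 value per library, and the columns name each library by its group and a running number from 1 to 12. It is described as raw reads, but its values are RPKM, that is, reads scaled by the length of the gene and the depth of the library.
Within a gene, the values of a library are whole multiples of the value of 1 read. The step was solved from 3929 genes with few reads and from the mean of normalized reads per gene in the authors' deposited table, and 99.9% of the 196893 values above 0 then came out as whole reads within 0.1 read. The recovered reads were 33668289 to 39814863 per library in Sca high cells (median 36348465) and 35415610 to 38895032 in Sca low cells (median 37992206). They were 39676273 to 41828930 in Sca highNT cells (median 40789896) and 37992721 to 39953194 in Sca high34a cells (median 38407377).
For the tests, the libraries were rescaled by a trimmed mean of log ratios, and the 10597 genes at 1 RPKM or more in at least 3 of the 12 libraries were kept. A model with 1 mean per group was fitted to log2(scaled RPKM + 0.1) over the 12 libraries with limma, with a trend of the spread on expression. Fold changes are on this scale, which understates the change of low genes, and levels are given as scaled RPKM. Genes were called at a Benjamini-Hochberg adjusted p below 0.01 and an absolute log2 fold change above 0.50, the thresholds printed in Fig. 4h. Gene lists of pathways and cell types were fixed before the data were examined, as were the groups and thresholds. Each list was compared with all other tested genes by limma's camera at a preset correlation of 0.01 between genes, with p adjusted over the 23 lists tested and called below 0.05. With the correlation estimated from the data, only the call of the G2/M genes after miR-34a held among the 3 comparisons, and the p with an estimated correlation is given beside the other lists.
The titles, the source names and Fig. 4h give the Sca highNT libraries as uninduced and the Sca high34a libraries as induced, whereas the genotype tag in the labels has them the other way round. The groups follow the titles and Fig. 4h. Library 3 of the Sca high group and library 12 of the Sca high34a group lay apart from the other libraries of their groups. The chi-square per gene between 2 libraries of a group was 48.94 to 125.2 for the 4 pairs with library 3 or 12, against 9.61 to 29.08 for the other 8 pairs. Their deviation from the group mean ran with gene length at a Spearman rho of −0.514 and 0.463, but that of Sca low libraries 5 and 6 did so at 0.433 and −0.396, so such a trend is not theirs alone. Nothing in the sources says that the libraries of a group came from separate cultures, so the p-values measure only the spread between these libraries, which may be technical.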

To identify pathways regulated by miR-34a in mammary progenitors, we performed transcriptome analysis of the two populations (Sca^high^ vs. Sca^low^) and of Sca^high^ cells after early induction (24 h) of miR-34a (Sca^high^NT vs. Sca^high^34a) (Supplementary Fig. 3a). As expected, Sca^high^ and Sca^low^ cells showed very different gene expression (“Sca-signature”, 3589 genes) and were enriched in pathways involved in fate determination, plasticity, and cancer, such as EMT, p53 signalling, Wnt/beta-catenin, and Notch pathway (Fig. 4h, i and Supplementary Fig. 3b). 

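Basal genes were higher in Sca high cells, and genes of luminal and simple epithelium were higher in Sca low cells. Of 17 tested basal and myoepithelial genes, 14 were higher in Sca high cells and none was lower. *Krt5*, a keratin of basal cells, was at 502 ± 103 RPKM (SD, n = 3) in Sca high and 31.4 ± 8.02 (SD, n = 3) in Sca low cells, and *Trp63*, a transcription factor that maintains basal epithelium, was at 18.3 ± 1.11 against 1.13 ± 0.343. All 21 tested genes of luminal and simple epithelium were lower in Sca high cells, with a median log2 fold change of −4.80. A short list of mature luminal genes did not share this, with 3 higher and 2 lower of 6 tested (adjusted p = 0.66 from camera). Of 5 tested luminal progenitor genes, 1 was higher and 3 were lower (adjusted p = 0.10 from camera). The luminal keratin *Krt18* was at 8.91 ± 0.796 RPKM in Sca high and 548 ± 15.2 in Sca low cells, *Krt8* at 2.24 ± 0.20 against 111 ± 7.48, and the adhesion molecule *Epcam* at 2.54 ± 0.241 against 112 ± 5.51. *Ly6a*, which encodes the sort marker Sca-1, was at 11.4 ± 1.82 against 1.32 ± 0.491 RPKM, which checks the sort.
Of 33 tested EMT and mesenchymal genes, 21 were higher and 5 were lower in Sca high cells (22 and 5 when adjusted over the list alone). *Zeb1* and *Twist2*, transcription factors that drive EMT, were at 3.77 ± 0.165 and 6.62 ± 0.357 RPKM in Sca high against 0.697 ± 0.101 and 1.23 ± 0.325 in Sca low cells. *Cdh2*, which encodes N-cadherin, was lower in Sca high cells, at 0.549 ± 0.0530 against 8.09 ± 0.486, and the intermediate filament gene *Vim* did not pass the fold threshold (log2 fold change 0.35). Among 29 tested p53 targets, 10 were higher and 4 were lower (11 and 4 when adjusted over the list alone), led by *Gadd45a*, a gene of growth arrest and DNA damage, at 13.0 ± 1.02 against 2.29 ± 0.0862 RPKM. Among 19 tested Notch pathway genes, 8 were higher and 4 were lower (9 and 4 when adjusted over the list alone). The Notch ligands *Jag1* and *Jag2* were higher in Sca high cells, at 43.2 ± 5.97 and 21.8 ± 1.76 against 6.54 ± 0.817 and 5.95 ± 0.383 RPKM, and *Nrarp*, a feedback inhibitor of Notch signalling, was lower, at 0.334 ± 0.0227 against 1.82 ± 0.162. Of 16 tested Wnt target genes, 5 were higher and 7 were lower (5 and 8 when adjusted over the list alone), and of 33 tested genes of Wnt signal reception, 9 were higher and 8 were lower. The ligands *Wnt9a* and *Wnt7b* went apart, at 7.12 ± 0.385 and 10.0 ± 0.326 RPKM in Sca high against 1.29 ± 0.0857 and 35.0 ± 2.11 in Sca low cells.
In all, limma called 4272 of the 10597 tested genes, 2111 higher and 2161 lower in Sca high cells. The split by direction depends on the scaling, with 2383 higher and 1875 lower under upper quartile scaling and 2479 and 1847 with RPKM as deposited. The adjusted p from camera was 2.8e-06 for the basal list (adjusted p = 0.066 with an estimated correlation), 1.1e-14 for the luminal list (0.052 with an estimated correlation) and 8.3e-05 for the EMT list (0.27 with an estimated correlation). It was 0.037 for the p53 targets (0.13 with an estimated correlation), and this call ended under upper quartile scaling (adjusted p = 0.057), with RPKM as deposited (0.053), with the trend with gene length removed (0.051) and with libraries 3 and 12 left out (0.065). The Notch list (adjusted p = 0.15, and 0.039 over the genes at 1 RPKM in every library), the Wnt targets (0.66) and the genes of Wnt reception (0.66) did not pass. Counts adjusted over the list alone were the same where none is given.

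**Figure D1:**
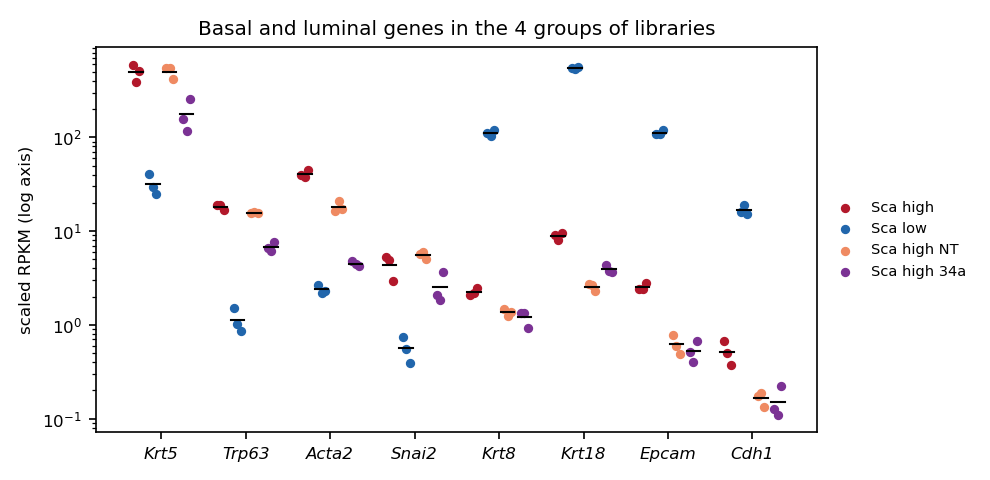
Scaled RPKM of 4 basal or EMT genes and 4 luminal genes on a log axis, 1 dot per library and a line at the mean of each group of 3 libraries. *Krt8*, *Krt18*, *Epcam* and *Cdh1* lie highest in Sca low cells, and *Krt5*, *Trp63*, *Acta2* and *Snai2* lie lower there than in uninfected Sca high cells.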

After induction of miR-34a in Sca^high^ cells, several genes were regulated (“34a-signature”, 3599 genes). 

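The *Mir34a* locus itself was read 744, 632 and 1137 times in the 3 Sca high34a libraries and 3, 8 and 4 times in the 3 Sca highNT libraries. This was 97.1 ± 28.0 RPKM (SD, n = 3) against 0.595 ± 0.29 (SD, n = 3), a log2 fold change of 7.17 (standard error 0.675, adjusted p = 2.1e-06 from limma), and it runs with the titles and against the genotype tag. Such reads come from the precursor or the vector transcript, as the mature miRNA is too short for these libraries. Among the genes that rose were *Cdkn1a*, which encodes the cyclin-dependent kinase inhibitor p21, from 8.15 ± 1.28 to 29.1 ± 13.3 RPKM, and *Gstm5*, a glutathione transferase, from 4.75 ± 0.325 to 104 ± 20.5. The adhesion receptor *Gpr56*, the matrix metalloproteinase *Mmp9* and the tetraspanin *Cd82* rose by log2 fold changes of 5.05, 4.61 and 3.64. *Gpr56* stood at 0.473 ± 0.0940 RPKM in Sca highNT and 1.69 ± 0.329 in uninfected Sca high cells.
Of the 10 genes named for the largest falls, *Il1rl1*, the receptor of interleukin-33, fell from 111 ± 13.8 to 1.79 ± 0.124 RPKM, the connexin *Gjb2* from 28.5 ± 2.57 to 0.170 ± 0.0240, and *Grem1*, a secreted antagonist of BMPs, from 8.33 ± 1.5 to 0.239 ± 0.00995. The collagenase *Mmp13* fell from 77.3 ± 11.2 to 1.30 ± 0.349 and the metalloproteinase *Mmp10* from 104 ± 23.7 to 2.39 ± 0.418. Uninfected Sca high cells held all 5 far below the Sca highNT level, at 7.92 ± 0.928 RPKM for *Il1rl1*, 2.40 ± 0.638 for *Gjb2*, 0.716 ± 0.0886 for *Grem1*, 4.00 ± 1.3 for *Mmp13* and 5.23 ± 0.978 for *Mmp10*, and each was called higher in Sca highNT than in uninfected Sca high cells (adjusted p at most 3.9e-07 from limma).
In all, 4129 genes were called after 24 h of induction, of which 1858 rose and 2271 fell. The majority turned to 2233 that rose and 1931 that fell under upper quartile scaling, and to 2137 and 2057 with RPKM as deposited. Cells given doxycycline without the vector were not analysed here, so this comparison holds the effects of both the drug and the miRNA.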

Downregulated genes were enriched for miR-34a predicted targets, suggesting a direct transcriptional effect of the miRNA (Fig. 4h and Supplementary Fig. 3c–e). 

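Reported targets of miR-34 fell after its induction. Of 42 tested genes on a list of reported targets, 21 fell and 1 rose (the same counts when adjusted over the list alone), with a median log2 fold change of −0.61. *Ccne2*, which encodes cyclin E2, fell from 3.83 ± 0.336 RPKM in Sca highNT to 0.478 ± 0.0426 in Sca high34a cells (SD, n = 3), and *Areg*, a ligand of the EGF receptor, from 52.3 ± 6.47 to 3.63 ± 0.533. Uninfected Sca high cells held *Areg* at 7.45 ± 0.529 RPKM, so that its fall set out from a level raised in Sca highNT cells. *Fut8*, a fucosyltransferase, was the 1 that rose, from 3.89 ± 0.0705 to 6.12 ± 0.0702. The list passed camera at an adjusted p of 0.00012 (adjusted p = 0.091 with an estimated correlation). *Ccne2* is also on the list of G1/S genes given below, which fell together, and the target list holds other cell cycle genes. Their fall was not told apart from that of the cell cycle.
Genes with a match to the miR-34a seed in the 3′ UTR also lay lower than the rest. The 3′ UTRs were taken from the GENCODE annotation of GRCm38, the longest per gene, which gave one for 10209 tested genes (96.3%). Of these, 2383 held the 7-base sites CACTGCC or ACTGCCA, and their median log2 fold change was −0.17, against 0.02 for genes without a site. The shift of −0.19 was the lowest of 90 shifts of 7-base sequences with the same composition and no CpG, where the lowest of the others was −0.07. The 619 genes with the 8-base site had a median of −0.25, and against genes without a site of like UTR length the shift was −0.20. Among the genes that fell, 644 held a site, or 29.6%, against 23.0% of genes not called and 17.1% of those that rose. The odds ratio was 1.52 for falling (p = 2.1e-14) and 0.627 for rising (p = 6.6e-13, both Fisher's exact test, two-sided, across genes, which are not independent replicates). TargetScan and miRanda predictions were not used here.

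**Figure D2:**
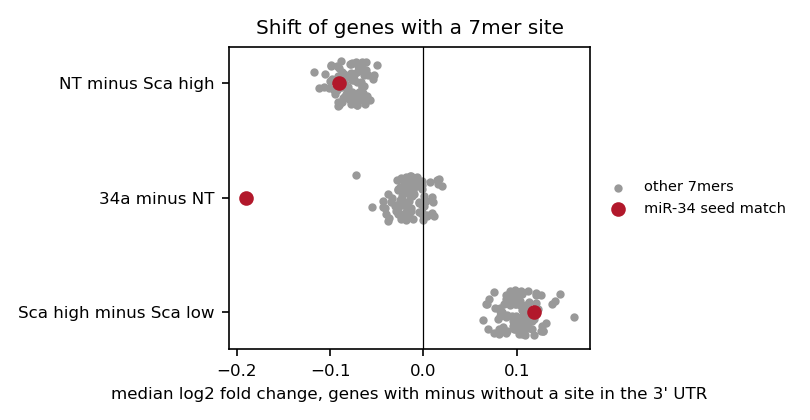
Median log2 fold change of genes with a 7-base site minus that of genes without it, for the miR-34 seed match (large dot) and the other 7-base sequences of its composition (small dots), in 3 comparisons. The seed match lies apart at −0.19 after miR-34a, and within the others at 0.12 between Sca high and Sca low cells and at −0.09 between Sca highNT and uninfected Sca high cells.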

We could distinguish two transcriptional programmes regulated by miR-34a. 

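Genes of the cell cycle fell together after miR-34a. Of 42 tested G1/S genes, 41 fell in Sca high34a against Sca highNT cells and none rose, with a median log2 fold change of −2.73. *Mcm5* and *Mcm6*, subunits of the helicase that opens DNA for replication, fell from 42.5 ± 0.568 and 30.6 ± 1.28 RPKM to 1.46 ± 0.0660 and 3.90 ± 0.214 (SD, n = 3). Of 52 tested G2/M genes, 50 fell and none rose, with a median of −3.41. *Mki67*, a gene of proliferating cells, fell from 43.2 ± 1.61 to 2.51 ± 0.278 RPKM, *Anln*, which encodes the cytokinesis protein anillin, from 50.8 ± 1.40 to 4.35 ± 0.173, and the centromeric histone *Cenpa* from 25.4 ± 0.261 to 2.09 ± 0.0773. Of 41 tested genes of MYC and ribosome biogenesis, 28 fell and none rose, with a median of −0.71. Among them, *Polr1b*, a subunit of RNA polymerase I, fell from 10.4 ± 0.278 to 4.60 ± 0.112 RPKM.
In all, 2297 genes were called after induction and not between Sca high and Sca low cells, of which 976 rose and 1321 fell. They held 34 of the G1/S genes (odds ratio 15.6, adjusted p = 9.2e-15), 33 of the G2/M genes (6.35, adjusted p = 1.1e-09) and 20 of the MYC and ribosome biogenesis genes (3.46, adjusted p = 0.0012), by Fisher's exact test against all tested genes with p adjusted over 23 lists. Set against the genes called in both comparisons, the excess passed for the G1/S genes (odds ratio 3.92, adjusted p = 0.0085) and not for the G2/M genes (adjusted p = 0.32) or the MYC genes (adjusted p = 0.29). The adjusted p from camera was 1.0e-20 for the G1/S list (0.062 with an estimated correlation), 1.6e-26 for the G2/M list (0.026 with an estimated correlation) and 6.0e-07 for the MYC list (0.091 with an estimated correlation). Adjusted over the list alone, the counts were the same.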

One composed by genes specific for miR-34a activation (“34a-specific”, 2039 genes) and enriched for pathways controlling cell cycle, checkpoints, E2F, and MYC targets (Supplementary Fig. 3c), which explain the anti-proliferative role of miR-34a in progenitor cells. 

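Of the basal, hypoxia and interferon genes called in both comparisons, nearly all changed in the direction of Sca low cells after miR-34a, and the G2/M genes changed away from it. Towards Sca low means here that the change has the sign of the difference of Sca low from Sca high cells, and a gene can pass the Sca low level. Of the 17 tested basal genes, 11 fell in Sca high34a against Sca highNT cells and none rose. *Krt5* fell from 502 ± 71.0 to 176 ± 70.1 RPKM (SD, n = 3), *Trp63* from 15.8 ± 0.351 to 6.84 ± 0.816, and the smooth muscle actin *Acta2* from 18.2 ± 2.25 to 4.51 ± 0.295. All 9 basal genes called in both comparisons were higher in Sca high cells and fell, although *Snai2*, 1 of them, lost its call when library 7, 8, 10 or 11 was left out (log2 fold change −0.98 to −1.15) and *Itga6*, another, when library 11 was left out (−0.50, just short of the threshold), under upper quartile scaling (−0.48) and with the trend with gene length removed (−0.46). Of 24 tested hypoxia and glycolysis genes, 18 were higher and 1 was lower in Sca high than in Sca low cells, and 11 fell and none rose after miR-34a. The glucose transporter *Slc2a1* was at 57.2 ± 4.49 RPKM in Sca high and 12.2 ± 1.01 in Sca low cells, and *Ndrg1*, a gene induced by hypoxia, fell from 8.06 ± 1.14 to 1.29 ± 0.137 after induction. All 10 hypoxia genes called in both went towards Sca low, and 9 of them ended nearer the Sca low level than they began, while *Ndrg1*, at 4.15 RPKM in Sca low cells, fell past it and ended farther away. The other 14 tested hypoxia genes were not called in both. Of 23 tested interferon response genes, 17 were lower and 1 was higher in Sca high cells, and 15 rose and 1 fell after miR-34a, among them *Irf7*, a transcription factor of the interferon response, which rose from 0.402 ± 0.0617 to 2.32 ± 0.195 RPKM. Of the 13 called in both, 12 went towards Sca low, with *Irf1* as the exception. These counts were the same when adjusted over the list alone.
The luminal genes did not move as a list. Of 21 tested, 3 rose and 2 fell after induction. Several lay near the floor in both groups. *Cldn3* was at 0.0469 to 0.1301 RPKM in Sca highNT and 0.0954 to 0.1244 in Sca high34a libraries, and *Cdh1* at 0.1345 to 0.1889 and 0.1098 to 0.2212. These 2 genes reached 1 RPKM only in Sca low libraries. With 0.1 added before the log, a change in such genes is understated, so their lack of calls says little. *Krt18* rose from 2.56 ± 0.223 to 3.92 ± 0.345 RPKM, below the level of uninfected Sca high cells, and this call was lost with a pseudocount of 1 (log2 fold change 0.47). *Krt8* was at 1.36 ± 0.109 in Sca highNT and 1.20 ± 0.241 in Sca high34a cells (adjusted p = 0.23 from limma), and *Epcam* at 0.620 ± 0.145 and 0.530 ± 0.137 (adjusted p = 0.31). A short list of luminal progenitor genes was called lower after miR-34a, with 4 of 5 tested genes lower and none higher, the same when adjusted over the list alone (adjusted p = 0.041 from camera, and 0.23 with an estimated correlation). This call was lost with no filter on low values (adjusted p = 0.20), with a pseudocount of 1 (0.052) and without library 12 (0.069) or without 3 and 12 (0.086). All 17 G2/M genes called in both were lower in Sca high than in Sca low cells and fell. Other lists were mixed. Of the EMT genes called in both, 7 went towards Sca low and 5 away, and of the axon guidance genes 9 towards and 4 away. Of the p53 targets, 3 went towards and 6 away. The cholesterol synthesis genes and the genes of Wnt reception each had 1 towards and 7 away.
Altogether 1832 genes were called in both comparisons, against 1664.5 for independent lists (odds ratio 1.32, p = 1.2e-11, Fisher's exact test, two-sided, across genes). Of these, 866 (47.3%) moved towards Sca low and 966 away from it, and 693 of the 866 ended nearer the Sca low level than they began. The directions were linked with an odds ratio of 1.25 (p = 0.017, Fisher's exact test). The genes called in both were enriched in interferon genes (odds ratio 6.26, adjusted p = 0.00055), basal genes (5.4, adjusted p = 0.010), hypoxia genes (3.43), EMT genes (2.75), axon guidance genes (2.72) and G2/M genes (2.34, adjusted p = 0.033 for each of the last 4). After miR-34a, the adjusted p from camera was 0.013 for the basal list (0.23 with an estimated correlation), 0.0012 for the hypoxia list (0.12 with an estimated correlation), 0.00016 for the interferon list (0.23 with an estimated correlation) and 0.85 for the luminal list. Between Sca high and Sca low cells it was 2.8e-06 for the hypoxia list (0.052 with an estimated correlation) and 2.1e-06 for the interferon list (0.16 with an estimated correlation).
The share moving towards Sca low turned to 51.9% without library 12, was 49.4% without library 3, and was 56.4% with both left out (p = 6.6e-08, Fisher's exact test, a setting added after seeing the data). Over the genes at 1 RPKM in every library, which leaves out most interferon genes, the interferon list did not pass (adjusted p = 0.40 after miR-34a and 0.61 between Sca high and Sca low cells).

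**Figure D3:**
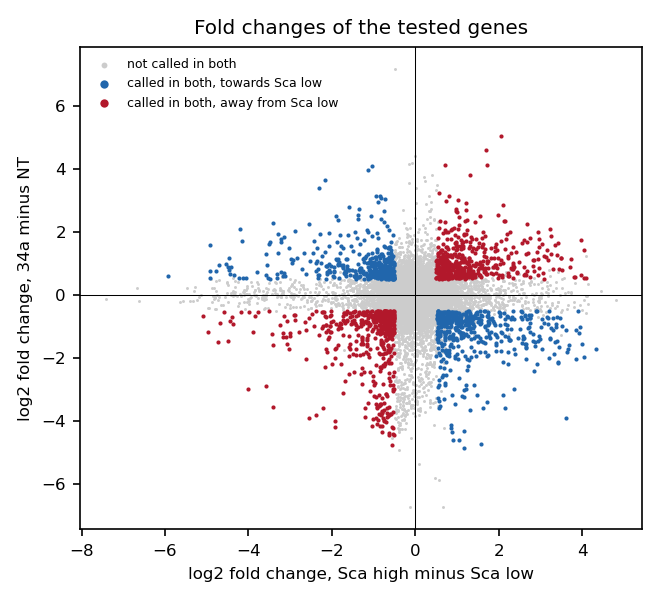
Log2 fold change of each tested gene between Sca high and Sca low cells (horizontal) and between Sca high34a and Sca highNT cells (vertical). Dots called in both comparisons are coloured by direction, 866 towards Sca low and 966 away from it, and across all genes the Pearson correlation is 0.0059.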

Another set of genes overlapped with the “Sca-signature” (1560 genes; 44.7%), often with opposite trend of regulation (“common genes”; Fig. 4h), suggesting that miR-34a somehow induces Sca^high^ cells towards a differentiated (Sca^low^) phenotype, and account for miR-34a ability to influence progenitor cell commitment observed in vivo and in vitro (Figs. 3, 4). We exploited gene expression signatures of MaSC/progenitor cells from independent studies [3, 5, 26, 27] and focused on the pathways common in the 34a-signatures and Sca-signatures. Besides EMT, which was the most enriched in all signatures, many signalling pathways relevant for MaSC biology were significantly enriched, including Notch, which is a direct miR-34a target [28], p53, mTORC, and the Wnt/beta-catenin signalling pathway (Fig. 4j). Thus, multiple pathways are under the control of miR-34a in mammary progenitor cells, with a dual role in regulating cell proliferation and commitment towards luminal differentiation.

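After miR-34a, 14 of 33 tested EMT and mesenchymal genes fell and 1 rose. *Mmp3*, a matrix metalloproteinase, fell from 147 ± 14.3 RPKM in Sca highNT to 7.67 ± 1.23 in Sca high34a cells (SD, n = 3), the proteoglycan *Vcan* from 3.38 ± 0.0633 to 0.506 ± 0.0581 and *Twist2* from 20.2 ± 2.25 to 6.07 ± 0.785. Uninfected Sca high cells held *Mmp3* at 10.9 ± 1.38 and *Twist2* at 6.62 ± 0.357 RPKM, so that these 2 fell from a raised level in Sca highNT cells to no more than the uninfected level. The collagen *Col5a2* was the 1 that rose, from 30.9 ± 1.92 to 96.5 ± 7.00. *Vim*, *Zeb1* and *Cdh2* were not called, with log2 fold changes of 0.02, 0.12 and 0.01. Among 19 tested Notch pathway genes, 5 fell and 3 rose. *Notch1* and *Notch2*, receptors of the pathway, fell from 1.32 ± 0.391 and 10.8 ± 1.23 to 0.333 ± 0.0861 and 4.03 ± 0.996 RPKM, and the ligand *Dll1* from 8.78 ± 0.552 to 5.04 ± 0.207 (6.10 ± 0.516 in uninfected Sca high cells). The longest annotated 3′ UTR of *Notch1* holds 5 seed sites of miR-34a.
Of 29 tested p53 targets, 9 rose and 5 fell. *Trp53inp1*, a stress protein induced by p53, rose from 0.823 ± 0.0388 to 6.87 ± 0.419 RPKM, while *Pmaip1*, which encodes the apoptosis activator Noxa, fell from 21.2 ± 1.57 to 4.97 ± 0.619, with 6.86 ± 0.667 in uninfected Sca high cells. *Trp53* itself was at 34.1 ± 1.64 and 25.0 ± 1.94, a log2 fold change of −0.45 that did not pass the fold threshold (−0.51 and past it without library 12). Of 16 tested Wnt targets, 1 rose and 3 fell, with *Lgr6*, a receptor of R-spondins, rising from 0.649 ± 0.0126 to 2.20 ± 0.0436 (3.49 ± 0.337 in uninfected Sca high cells) and *Fzd7*, a Wnt receptor, falling from 11.2 ± 0.775 to 6.10 ± 0.736. Of 33 tested genes of Wnt reception, 5 rose and 5 fell, with *Wnt7b* rising from 1.35 ± 0.236 to 5.23 ± 0.153 and the receptor *Fzd5* falling from 5.44 ± 0.244 to 1.55 ± 0.359. Uninfected Sca high cells held these 2 at 10.0 ± 0.326 and 0.985 ± 0.234 RPKM, so that both set out from a level shifted the other way in Sca highNT cells.
The EMT list passed camera at an adjusted p of 0.035 (0.52 with an estimated correlation), and the call was lost without library 8 (adjusted p = 0.051) and over the genes at 1 RPKM in every library (0.30). The p53 targets (adjusted p = 0.27), the Notch list (0.78), the Wnt targets (0.78) and the genes of Wnt reception (0.85) did not pass. Counts adjusted over the list alone were the same, and no list of mTORC genes was tested. From these signatures the paper reasons that the 34a-specific genes explain the anti-proliferative role of miR-34a, and from the overlap with the Sca-signature and its often opposite trend it proposes that the miRNA moves Sca high cells towards a differentiated Sca low phenotype.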

**Fig. 4:**
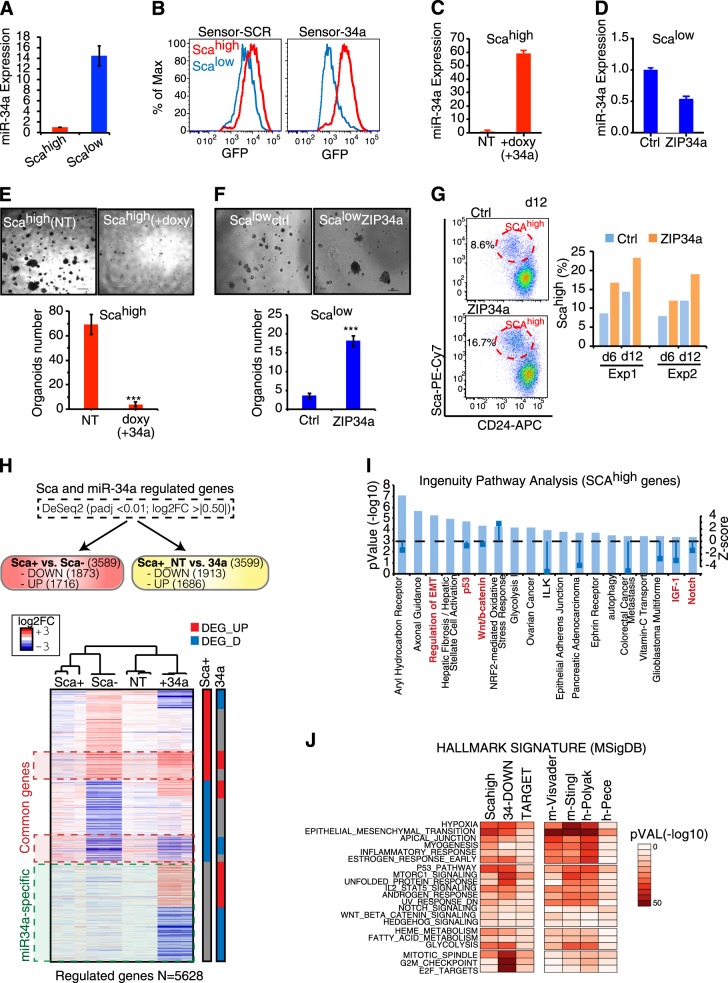
miR-34a controls fate commitment and proliferation of progenitor cells by modulating different pathways. **a** Levels of miR-34a in Sca^high^ and Sca^low^ populations isolated by FACS. Average and SD of three independent experiments are shown. **b** The levels/activity of miR-34a was inferred in the Sca^high^ and Sca^low^ cells by means of GFP intensity with miR-sensor. **c**, **d** The levels of miR-34a were manipulated in Sca^high^ and Sca^low^ populations by inducing overexpression (with pSLIK-miR34a, inducing miRNA with doxyclicline) or knockdown (with miRZIP34a). Graphs show miR-34a expression levels in control compared to treated cells. The average and SD from three independent experiments are shown. **e**, **f** Efficiency of organoids formation in 3D Matrigel from Sca^high^ and Sca^low^ cells upon miR-34a manipulation. One thousand cells were plated. A representative picture is shown. Scale bar, 100 μm. The average, SD, and *P*-values (Student’s *t*-test; ***P < 0.01) from multiple independent experiments (*n* = 3) are shown. **g** Spontaneous conversion of Sca^low^ into Sca^high^ cells measured upon miR-34a knockdown (ZIP34a) by FACS at 6 and 12 days post-infection in two independent experiments. **h** Heatmap of the differentially expressed genes (DEGs) in Sca^high^ (Sca+) vs. Sca^low^ (Sca–) and Sca^high^ upon miR-34a expression (+34a). Each sample was analyzed in triplicate. Red or green dashed lines define the common or miR-34a-specific genes, respectively. **i** A bar plot summarizing the results from the Ingenuity Pathways Analysis (IPA) performed on Sca^high^ DEGs. The most significant enriched pathways with *P-*values (–log_10_, left axis) and *Z*-score (right axis) of activation status are given, and the most relevant pathways for MaSCs/progenitor biology are highlighted. **j** Enrichment of hallmark signatures (MSigDB) calculated for various signatures, including Sca^high^ DEGs (Sca^high^), miR-34a Sca^high^ downregulated genes (34-DOWN), miR-34a predicted targets (TargetScan and miRanda; TARGET), and four additional signatures related to MaSCs/CSCs from the literature. A colour code from light red to dark red marks the significance of the enrichment

### miR-34a controls Wnt signalling in mammary epithelial cells

Wnt signalling pathway has been implicated in different stages of mammary gland development as well as mammary oncogenesis [29–31], and it controls the expansion of the MaSC/early progenitor pool [7]. Indeed, stimulating the Wnt pathway through L-Wnt3a ligands accelerated the spontaneous conversion of Sca^low^ into the undifferentiated Sca^high^ cells (Supplementary Fig. 4a, b). Previously, the Wnt/beta-catenin pathway has been associated with the EMT programme, p53 pathway, and miR-34a in breast cancer [32, 33]. However, it is still unclear whether miR-34a directly controls Wnt signalling in physiological settings and how this interplay affects the biology of the mammary gland. We observed that miR-34a downmodulation in Sca^low^ cells (with high miR-34a levels) significantly increased TCF/LEF transcriptional activity both in the basal state and after L-Wnt3a ligand treatment; conversely, induction of miR-34a expression in Sca^high^ cells (with low miR-34a levels) significantly reduced the Wnt transcriptional activity (Fig. 5a, b and Supplementary Fig. 4c, d). Accordingly, loss of miR-34a cooperated with Wnt stimulation to accelerate the conversion of Sca^low^ cells to Sca^high^ cells and to induce the expression of basal and mesenchymal markers (Fig. 5c, d). We looked for miR-34a direct targets within the Wnt/beta-catenin pathway exploiting target predictions (TargetScan and MiRanda) and gene expression data from CommaDβ subpopulations. 

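*Pip5k1a*, a kinase that makes the phosphoinositide used in Wnt signal transduction, fell from 13.3 ± 0.908 RPKM in Sca highNT to 7.42 ± 0.634 in Sca high34a cells (SD, n = 3), a log2 fold change of −0.83 (standard error 0.0781, adjusted p = 2.1e-06 from limma). Uninfected Sca high cells held it at 8.81 ± 0.540. *Notum*, a secreted enzyme that inactivates Wnt ligands, fell from 2.46 ± 0.0996 to 0.248 ± 0.0518, and the Wnt receptor *Fzd1* from 6.06 ± 0.665 to 3.98 ± 0.153. The log2 fold change of *Fzd1* was −0.59 (adjusted p = 3.8e-05 from limma), and its call was lost with a pseudocount of 1 and with the trend with gene length removed (−0.50 each, just short of the threshold). The ligand *Wnt4* rose from 12.5 ± 0.913 to 22.9 ± 1.01 RPKM. The receptor *Fzd2* was at 2.39 ± 0.252 and 1.85 ± 0.118 RPKM, a log2 fold change of −0.35 that passed the p threshold and not the fold threshold. *Ep300*, a histone acetyltransferase and coactivator, the beta-catenin cofactor *Bcl9l*, the co-receptor *Lrp6* and the deacetylase *Hdac1* were not called, with log2 fold changes of −0.42, −0.43, 0.22 and −0.02. *Ep300* was called without library 12 (−0.65), and *Bcl9l* with libraries 3 and 12 left out (−0.68). *Lef1*, a transcription factor partner of beta-catenin, had 23 to 43 reads per library and was not tested. Thus, of 9 tested genes of these 10, 3 fell and 1 rose, the same when adjusted over the list alone. The study chose the 10 genes partly on these libraries, so the counts are not independent evidence of their direction.
Seed sites were searched in the longest 3′ UTR of each gene in the GENCODE annotation of GRCm38. *Pip5k1a* (exon 15 of 15, minus strand of chromosome 3) held 2 sites. The 8-base site CACTGCCA lies from 95059343 to 95059350 in the context AGCAGGACCCTACTCACTGCCAGGTCTT, and the 7-base site CACTGCC from 95059849 to 95059855. *Notum* (exon 11 of 11, chromosome 11, minus strand) held 2 sites, from 120654092 to 120654098 and from 120654184 to 120654190. *Bcl9l* held 2 on chromosome 9, from 44511055 to 44511061 and from 44511516 to 44511522, and *Lef1* 2 on chromosome 3, from 131223255 to 131223262 and from 131223394 to 131223400. *Wnt4* held 1 on chromosome 4, from 137299115 to 137299121, and *Hdac1* 1 on the same chromosome, from 129516376 to 129516382. The UTRs of *Fzd1* (1813 bases), *Fzd2* (1614 bases), *Ep300* (1095 bases) and *Lrp6* (4310 bases) held no 7-base match to the seed, nor did those of their other annotated transcripts. Matches of only 6 bases are not among these sites.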

We identified 10 genes that acted upstream of the TCF/LEF transcription factors (most of which act as positive regulators) and that had at least one miR-34a responsive element (MRE) in their 3′ UTR, making them potential miR-34a direct targets (Supplementary Table 1). We assessed the expression of these putative targets in CommaDβ subpopulations after miR-34a manipulation: eight targets showed a coherent regulation, as they were downregulated after miR-34a overexpression in Sca^high^ cells, and upregulated after miR-34a downmodulation in Sca^low^ cells (Fig. 5e). We next generated reporter plasmids by cloning the MRE of four potential targets downstream of a luciferase gene. Both Frizzled receptors (*Fzd1* and *Fzd2*) and a phosphatidylinositol kinase (*Pip5k1a*) (which are involved in the transduction of Wnt signals) were confirmed as novel miR-34a direct targets (Fig. 5f). miRNA:Target interaction was further confirmed by Ago2 RNA immunoprecipitation (Fig. 5g and Supplementary Fig. 4e). We further explored the miR-34a/Wnt interaction by primary samples and animal models. First, we derived mammospheres from WT and miR-34TKO mice and re-expressed miR-34a with a lentiviral system (pCDH-34a). Of note, Most of the miR-34a/Wnt targets (9/10) were also coherently regulated in primary mammospheres, being upregulated in miR-34TKO mice and dowenregulated upon miR-34a re-expression (pCDH-34a) (Fig. 5h). Further, stimulating mammary epithelial cells from miR-34TKO mice with L-Wnt3a ligand increased the spheres-forming efficiency over passages, demonstrating that interplay between miR-34 and Wnt controls the expansion of MaSCs/progenitors (Fig. 5i, j and Supplementary Fig. 4f). Deregulation of Wnt pathway in breast tissue leads to mammary oncogenesis [31]. Wnt1 transgenic mice (MMTV-Wnt1) represent a suitable mammary tumour model: the Wnt pathway is constitutively active and sufficient to drive mammary tumorigenesis [34]. Interestingly, pre-tumoural MMTV-Wnt1 mice showed an expanded basal compartment (Supplementary Fig. 4g). This effect was exacerbated in the miR-34TKO genetic background (Wnt1/34TKO) (Fig. 5k), likely as consequence of the increase in the MaSCs/progenitor compartment by Wnt activation [35]. Nevertheless, Wnt1/34TKO mice had only a slight acceleration in mammary tumour onset with similar penetrance as WT mice (85 and 87%, respectively) and no gross change in mammary subpopulations or tumour histology (Fig. 5l and Supplementary Fig. 4h–i). We conclude that a genetic interaction involving miR-34a and Wnt signalling occurs in the mammary gland, with miR-34a inhibiting multiple upstream regulator of the pathway in order to limit early progenitor plasticity. As respect to mammary tumorigenesis, once Wnt signalling is constitutively activated, loss of miR-34s does not accelerate tumour onset any further.

**Fig. 5:**
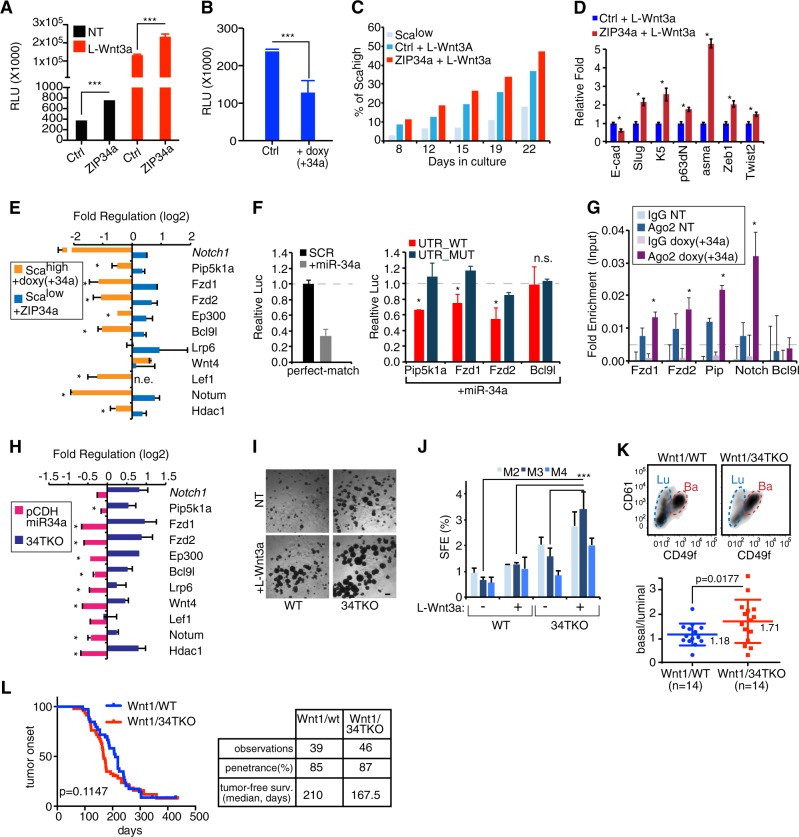
miR-34a controls Wnt signalling in mammary epithelial cells. **a** Sca^low^ cells carrying the Wnt-reporter (7-TCF-luciferase) and infected with control (Ctrl) or miRZIP34a (ZIP34a) vectors were used to measure Wnt signalling activation in basal conditions or after addition of L-Wnt3a ligand (24 h). Data show average and SD (Student’s *t*-test) of technical replicates from one of four experiments. ***P < 0.01. **b** Wnt signalling activation measured by a Wnt-reporter upon miR-34a overexpression (+34) on Sca^high^ cells and ligand stimulation (L-Wnt3a, 24 h). The average and SD of three experiments are shown. *P < 0.05. **c** Conversion of Sca^low^ into Sca^high^ cells by FACS after miR-34a knockdown and L-Wnt3a stimulation. One representative experiment is shown. **d** Panel of luminal and basal markers by RT-qPCR in Sca^low^ cells after miR-34 knockdown and L-Wnt3a stimulation (Student’s *t*-test, *P < 0.05). **e** Expression regulation (log_2_ fold-change) of putative miR-34a targets within the Wnt pathway by RT-qPCR upon miR-34a overexpression (+doxy) in Sca^high^ cells, or a knockdown (ZIP34a) in Sca^low^ cells. The average and SD from three experiments are shown. Asterisks mark significant (Student’s *t*-test) and concordant regulations; n.e. not expressed. *Notch 1* was used as positive control. **f** Luciferase assay of selected miR-34a targets. A perfect match was used as positive control (left panel). For each target, the WT (UTR_WT) and seed-mutated form (UTR_MUT) of their 3′ UTR were used. Data represents average, SD, and *P*-values (Student’s *t*-test; *P < 0.05) from three experiments. **g** RNA immunoprecipitation (RIP) of Ago2-bound RNA in Scahigh cells in basal conditions (NT) or upon miR-34a overexpression (+doxy, 24 h). Shown enrichment over the input in one representative experiment out of two replicates. **h** mRNA expression regulation (average and SD, three experiments) of putative miR-34a targets measured in: (i) miR-34TKO (34TKO) mammospheres compared to the control (WT), and (ii) WT mammospheres after miR-34a overexpression (pCDH miR-34a). Asterisks mark significant (Student’s *t*-test) regulations. **i**, **j** Representative images and serial propagation of mammospheres from WT and miR-34TKO (34TKO) after L-Wnt3a stimulation. Average, SD, and *P-*values (Student’s *t*-test, ***P < 0.001) from three experiments are shown. Scale bar, 200 μm. **k** Distribution of luminal compared to basal cell ratio in the mammary glands of Wnt1/wt and Wnt1/34TKO mice at pre-tumour stage (6-week-old mice). A representative FACS density plot is shown. **l** Kaplan–Meier tumour-free survival curves and *P-*value (Log-rank test). Summary of the penetrance and median survival are reported in table

### miR-34a limits self-renewal potential of breast CSCs (BCSC)

We hypothesized that the dual function of miR-34a in the early progenitors—of inhibiting proliferation and fostering luminal commitment—could be exploited in pathological conditions, i.e., breast tumour, in which miR-34a is downregulated and is negatively correlated with aggressive phenotype [4, 36]. Indeed, miR-34a levels were low in: (i) primary samples from high-grade, estrogen receptor-negative tumours (G3 ER^–^), which are enriched in BCSC [3], as compared to their matched counterpart (low grade, estrogen receptor-positive; G1 ER) (Supplementary Fig. 5a); (ii) triple-negative tumour cells (TNBC), which have a mesenchymal-like phenotype (a feature associated with BCSC properties) (Fig. 6a and Supplementary Table 2); and (iii) tumours from the Cancer Genome Atlas dataset (TCGA; [37]), which display features of an active EMT programme (high EMT score compared to low EMT score tumours) (Fig. 6b). Thus, miR-34a expression might be detrimental for BCSCs. To verify that re-expression of miR-34a affected BCSC properties, we used a triple-negative mesenchymal-like breast cancer cell line, SUM159PT, that has features of BCSCs and low miR-34a levels [38], infected with the doxycycline-inducible pSlik34a (Fig. 6a and Supplementary Fig. 5b). Expression of miR-34a in this context led to reduced proliferation of the SUM159PT cells (Fig. 6c), as miR-34a can inhibit cancer cell proliferation. Interestingly, chronic activation of miR-34a also induced a flattened morphology with no sign of apoptosis (Fig. 6d). Expression of CD24, a marker of luminal differentiation that is normally low expressed in BCSCs, was significantly increased 10 days after miR-34a induction (Supplementary Fig. 5c). Accordingly, the expression of several mesenchymal/basal markers typical of BCSCs (such as N-cadherin (CDH2), vimentin, ITGA6 (CD49f), and keratin 5 (K5)) was consistently decreased (Fig. 6e), suggesting that miR-34a also inhibited stem cell traits. To evaluate directly this hypothesis, we took advantage of the tuneable system and shut down miR-34a ectopic expression (Supplementary Fig. 5b) to completely recover SUM159PT cells from the cell-cycle block (Fig. 6f, g). Cells that were subjected to chronic miR-34a that were either proliferation-arrested (SUM-34a_PA) or proliferation-recovered (SUM-34a_PR) showed features of having a reduced BCSC pool, as revealed by: (i) the significant reduction of positive cells for ALDH staining, which marks the stem cell pool [39] (Fig. 6h), (ii) the decrease in SFE in the mammosphere assay (Fig. 6i and Supplementary Fig. 6d–e), and (iii) the decrease in tumour-initiating cell (TIC) frequency measured by xenotransplantation experiments at limiting dilution (Fig. 6j). Gene expression analysis confirmed that proliferative pathways (E2F-targets, G2-M checkpoint, *MYC* genes) were inhibited in proliferation-arrested (34a_PA) but not proliferation-recovered (34a_PR) cells (Fig. 6k, l and Supplementary Table 3). Conversely, both cells had a repressed Wnt/beta-catenin signalling and displayed a strong induction of the estrogen response (ER) genes, thus underscoring the ability of chronic miR-34a expression to induce luminal differentiation programme in cancer cells (Fig. 6k, l). Although Wnt targets do not always have a MRE conserved between mouse and human orthologues (summarized in Supplementary Table 1), some targets previously found regulated in mouse progenitors (see Fig. 5) were also regulated in SUM159PT cells, including LEF1 and some FZD receptors. Moreover, a reciprocal regulation with miR-34a levels could be found in either breast cancer cells or primary tumours (Supplementary Fig. 6f), suggesting that Wnt signalling is under control of miR-34a but that the specific targets vary according to the context.

**Fig. 6:**
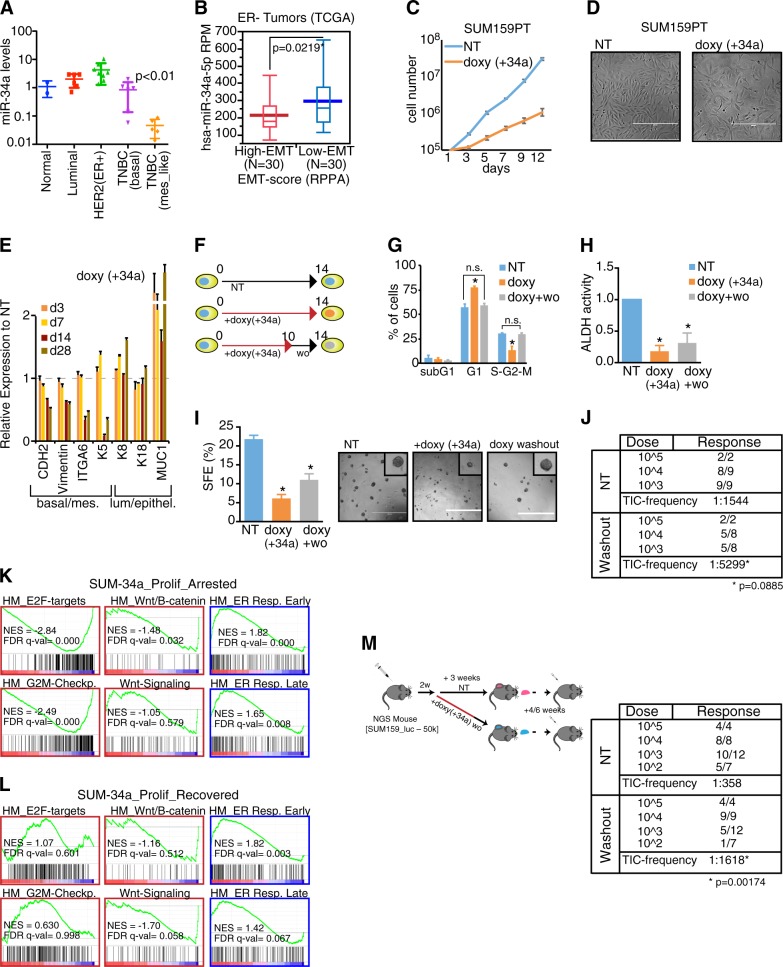
miR-34a limits self-renewal potential of breast cancer stem cells by inducing luminal-like differentiation. **a** Levels of miR-34a in 30 human breast cancer cell lines grouped in five molecular subtypes: normal, luminal, Her2+ER+, triple-negative basal-like (TNBC; (basal)), or triple-negative mesenchymal-like (TNBC; (mes_like)). **b** Levels of miR-34a (normalized reads, RPM) were compared in human ER- breast cancers (TCGA dataset) with different (high vs. low) EMT score. *P*-value (Welch’s test) is reported. **c** Growth curve of SUM159PT cells upon miR-34a expression (doxycycline induced (+doxy)). Average and SD of triplicates are shown. **d** Representative pictures of parental cells (NT) or cells after 7 days of doxycycline treatment are shown. Scale bar, 400 μm. **e** SUM159PT cells were chronically exposed to miR-34a overexpression (+doxy), and the expression of basal/mesenchymal markers or luminal/epithelial genes was measured by RT-qPCR. Expression values were normalized to the control (NT) at each time point in one of the two independent experiments. **f**–**j** SUM159PT cells were exposed to miR-34a expression for 14 or 10 days, with 4 days of washout. Parental cells (NT) or cells treated with miR-34a (with or without washout) were further characterized for cell cycle distribution by FACS (**g**), ALDH activity assay (**h**), sphere-forming efficiency (SFE) (**i**), and tumour xenotransplantation at limiting dilutions (**j**). The average, SD, and *P*-value (Student’s *t*-test; *P < 0.05) from three experiments are shown. **k**, **l** Gene set enrichment analysis (GSEA) correlated the gene expression changes in SUM-34a proliferation-arrested (**i**) or proliferation-recovered (**k**), using different gene sets (all analyses are given in Supplementary Table 4). The enrichment profile (in green), together with the score (NES) and significance (FDR-qval) for each gene set analyzed, is shown. **m** TIC measurement by second passage transplantation at limiting dilution

We examined in vivo miR-34a effects by injecting NSG mice with SUM159PT cells and we induced expression of miR-34a after tumour development started (about 2 weeks after transplantation) by doxycycline-containing food (Supplementary Fig. 6a). miR-34a induction significantly reduced tumour growth (e.g., tumour size and weight; Supplementary Fig. 6b, c) and inhibited cancer cell proliferation. We next evaluated the impact of miR-34a expression on the BCSC pool by measuring the frequency of TIC by second passage transplantation at limiting dilution without doxycycline-containing food (Fig. 6m). The treatment with miR-34a significantly reduced the TIC frequency (1:1618 as compared to 1:358; Fig. 6m), suggesting more formally that miR-34a expression inhibited the BCSC pool. As a whole, these results suggest that miR-34a has multiple functions in breast cancer, by acting on both tumour growth and tumour “stemness”.

## Discussion

### miR-34a functions in mammary epithelium by coupling proliferation control and commitment to differentiation

Although miR-34 family was discovered early in miRNA biology as the major component of the p53 tumour suppressor network [16], we only recently have begun to decipher its physiological function, and it may play very different roles in different tissues [24, 40], including osteoclastogenenesis [41], ciliogenesis [42], or cardiac aging [43]. By combining expression studies, mutant mice, and cell models, we have now characterized the roles of miR-34a in the mammary epithelium. Expression analyses indicate that miR-34a is physiologically relevant for mammary epithelium, as it is coherently regulated along mammary gland development (e.g., low or absent in MaSCs and induced upon luminal lineage differentiation). Expression of miR-34a is poorly compatible with MaSC identity. Indeed, MaSCs/early progenitors could be stratified from more differentiated cells in mammosphere culture by simply selecting those cells with low miR-34a expression. Accordingly, expression of miR-34a in MaSCs/early progenitors abolished self-renewal properties as observed by mammospheres. In mutant mice the situation was more complex. An increase in the proliferative ability of both luminal and basal mammary epithelial cells was observed in miR-34 KO mice, similar to p53-null mice. However, the increased number of MaSCs, which is typical in p53-null mice, was not reproduced only by the deletion of miR-34(a/b/c), nor was the “immortal” behaviour or the basal characteristics of primary mammospheres. Hence, while miR-34a is in control of proliferation and mediates, at least in part, p53 anti-proliferative function, it minimally influence MaSC self-renewal under physiological conditions. Besides proliferation, miR-34a also control luminal differentiation. Acute ablation of miR-34a in a mammary progenitor cell line (CommaDβ) elicited the spontaneous conversion of more differentiated cells (Sca^low^) towards an undifferentiated/MaSC-like state (Sca^high^), indicating that miR-34a is implicated in cell commitment and differentiation. Notably, a role for miR-34a in coupling proliferation control and differentiation was previously suggested, based on results from miR-34a overexpression in other non-epithelial progenitors, such as myoblasts [44] and neurons [45]. Therefore, a more general role of such miRNAs in coupling proliferation and differentiation could be envisioned in multiple tissues.

### miR-34a is a natural inhibitor of the Wnt/beta-catenin signalling pathway

Using genome-wide analyses, we identified different pathways that are regulated by miR-34a in mammary progenitor cells. We focused on Wnt/beta-catenin signalling, as it proved to be critically involved in the identity and maintenance of stem cells, both in the normal and in the cancer mammary gland [35]. We showed that miR-34a negatively regulates Wnt signalling in progenitor cells by controlling the expression of multiple genes within the pathway. Up to nine different upstream regulators of the pathway were coherently responsive to modulation (gain or loss) of miR-34a levels either in vitro or in vivo, revealing three novel direct miR-34a targets (Fzd1, Fzd2, and Pip5K1a). An interplay between the Wnt signalling pathway and miR-34a was previously characterized in breast cancer [32, 33] and highlighted the existence of different miR-34 targets within the pathway. Our systematic analysis of such targets using mouse normal cells (CommaDB, primary MECs) and human cancer cells (SUM159PT) (summarized in Supplementary Table 1) revealed that some targets are specific for mouse, often due to low sequence conservation of responsive regions (MREs). However, a significant number of genes in the pathway were indeed regulated, suggesting that, although the gene identities of the targets may differ between species, the function of the miR-34 gene in Wnt signalling inhibition has been conserved. Notably, we showed that Wnt inhibition is not an artefact of the ectopic expression of the miRNA, as it also occurred in a physiological context (e.g., in primary cells, in vivo, loss-of-function). This finding was corroborated by the functional cooperation of miR-34 loss with ligand stimulation (Wnt3A) observed in SCA^low^/SCA^high^ conversion and mammosphere propagation ability (Fig. 5). We can therefore refer to miR-34a as a natural (e.g., physiologically relevant) inhibitor of Wnt signalling pathway in the breast tissue, an activity that critically contributes in restraining the plasticity of mammary epithelial cells.

### The BCSC pool could be limited by miR-34a

A role for miR-34a as therapeutic targets in replacement therapy has been suggested, due to its proven role in inhibiting cell growth in various type of cancers, including lung, prostate, liver, and breast (reviewed in [36, 46]). We observed that re-expression of miR-34a in breast cancer cells of the most aggressive subtype (claudin-low triple-negative) could inhibit the growth of cancer cells, as would be expected. Unexpectedly, however, chronic treatment with miR-34a also elicited a luminal-like differentiation programme, thereby limiting the CSC pool. Such activities resemble the physiological function of miR-34a in controlling proliferation and plasticity of progenitor cells in the normal mammary gland, and appear to involve the commitment to luminal differentiation and the inhibition of Wnt signalling pathway. A role for miR-34a expression in limiting CSCs has been previously suggested in prostate [19], colon [20], and gastric cancer [47]. Strikingly, however, we uncoupled the effects on tumour growth from those on the CSC pool. Indeed, miR-34a chronic expression induced a restriction of the CSC pool and global reprogramming towards luminal-like differentiation, which were maintained when the miRNA was no longer provided, a condition that is sufficient to allow cancer cells to re-enter the normal cell cycle (Fig. 6). Remarkably, such effects were executed even in absence of a proficient p53, as indicated by reduced self-renewal of mammospheres from p53-null mice and SUM159PT (which have a mutated p53). Although p53 plays a crucial role in limiting the expansion of the CSC pool in breast [6], p53 restabilization in mammary tumours has had a limited therapeutic efficacy, due to the low frequency of tumours with WT p53 and the genetic pressure towards p53 loss/silencing in human cancer. Thus, the newly identified function of miR-34a in inducing luminal-like differentiation programme, and the fact that it acts downstream and (most likely) independently from p53, might prove to be extremely useful in treating the most aggressive breast cancers with the worst prognosis, which are rich in CSCs [3] and respond poorly to conventional therapies.

## Methods

### Cell culture and reagents

Cells were isolated from collected mammary glands, and mammosphere cultures were established as described previously [6] (see also Supplemental Materials). Comma-Dβ cells were grown in DMEM:F12 medium (Gibco BRL) supplemented with 2% FBS, 2 mM L-glutamine (Gibco BRL), 10 μg ml^–1^ bovine insulin (Sigma), and 5 ng ml^–1^ murine EGF (Sigma) [25]. The SUM159pt cell line (Asterand, Detroit, MI) was cultured in Ham’sF12 medium supplemented with 5% FBS, 2 mM L-glutamine, 5 µg ml^–1^ insulin, 1 µg ml^–1^ hydrocortisone, 10 mM HEPES, and incubated at 37 °C with 10% CO_2_ in a humidified cell-culture incubator. Doxycycline (Sigma-Aldrich) was dissolved in water (10 mg ml^–1^ stock solution) and used at final concentration of 2 µg ml^–1^. Hygromicin B (Invitrogen; 50 mg ml^–1^ stock solution) was used at final concentration of 200 µg ml^–1^. 4-hydroxytamoxifen (4-OHT; Sigma-Aldrich) was used at final concentrations of 200 or 500 nM.

### In vivo studies

The miR-34TKO mouse strain was generated in the A.V. Laboratory [24], and the Trp53 strain was purchased from Jackson Laboratories (stock #002101); both strains are in the C57/BL6J background. The MMTV-Wnt1 transgenic mouse strain [34] is in the FVB background. Immunodeficient NOD.Cg-Prkdc^scid^IL2rg^tm1Wjl^/SzJ mice (NSG, Charles River) were used for transplantation experiments of SUM159PT.

### Statistics

Analyses (Oneway, Contingency) and statistics were produced using JMP 10 (SAS) software, including data distribution and variance analyses between groups. Microsoft Excel was used to generate bar graphs with average and SD of repeated experiments. The number of replicates and the statistical test used are indicated in figure legends. Heatmaps were generated by Java TreeView software (http://jtreeview.sourceforge.net) for Mac OSX.

### Study approval

All animal studies were conducted with the approval of Italian Minister of Health (12/2012 and 762/2015-PR) and were performed in accordance with the Italian law (D.lgs. 26/2014), which enforces Dir. 2010/63/EU (Directive 2010/63/EU of the European Parliament and of the Council of 22 September 2010 on the protection of animals used for scientific purposes).

## Electronic supplementary material

Supplementary Materials

How the deposited data were processed for this re-analysis (not part of the article)

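The expression of genes was measured by RNA-seq in 12 libraries of CommaDβ cells, 3 each of Sca high, Sca low, Sca highNT and Sca high34a cells. Groups were taken from the titles and source names of the samples and from Fig. 4h. The columns of the deposited table show the group of a library and a running number, not its replicate number, so each column was used as a replicate of its group with no pairing across groups. Every column of per-library values was used.

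The authors deposited 1 RPKM value per gene and library. The authors used TopHat2 2.0.6, the mm9 build and DESeq2, as the submitters' processing notes list. The read counter, the gene annotation and whether reads or read pairs were counted are not given in the sources used here. The authors also deposited, for Sca high against Sca low and for Sca high34a against Sca highNT cells, the log2 fold change, the p-value and adjusted p-value of their DESeq2 tests, the mean of normalized reads over 6 libraries, and marks of the genes they selected in each comparison, in both, and with the same trend in both. The authors' log2 fold change of the first comparison is Sca low over Sca high, and its sign was turned here.

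For the depth, whole reads were recovered from the RPKM steps together with the deposited means of normalized reads, since the size of the step depends on gene length and library. The recovered reads were 33668289 to 41828930 per library, and the deposited RPKM summed to 200705 to 260260. Genes listed without a symbol (182) held at most 0.0942% of the reads of a library. No pair of libraries agreed within sampling noise. In libraries 10 and 11 the value of 1 read differed by 0.172 ppm, but their counts differed, with a chi-square of 16 per gene, and over all pairs within groups it was 9.61 to 125.2. A value of 1 would be sampling noise alone, so the spread between libraries exceeded that of counting in each pair. Genes with few reads, such as *Mir34a* outside the Sca high34a libraries, are an exception.

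The design written beforehand assumed raw counts and a count test. As the values are RPKM, limma 3.58.1 in R 4.3.3 was used on log2(scaled RPKM + 0.1) in its place. Scaling factors were an unweighted trimmed mean of M values, with 30% of the M values and 5% of the A values trimmed at each end. Genes at 1 RPKM or more in at least 3 libraries were tested (10597, against 18912 with no filter and 8449 at 1 RPKM in every library). One model with 4 group means gave 3 comparisons with 8 residual degrees of freedom and 3.29 prior degrees of freedom, namely Sca high minus Sca low, Sca high34a minus Sca highNT, and Sca highNT minus Sca high. The first and second share no library.

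Overlaps and directions were tested by Fisher's exact test in scipy 1.17.1, with Python 3.11.15, numpy 2.4.6 and pandas 2.3.3, and figures were drawn with matplotlib 3.10.9. A set of 28 gene lists was fixed, of which 23 had at least 3 tested genes and were tested by limma's camera. The 3′ UTRs came from the GENCODE vM21 annotation of GRCm38, matched by Entrez gene, as the sequence behind the annotated stop codon. This is another build than the authors', and only coordinates of seed sites are given from it.

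The genes named in the text were chosen by a rule. For each comparison it took the 10 largest rises and the 10 largest falls among called genes with a mean of at least 5 RPKM in the higher group and no overlap between the libraries, leaving out predicted genes and ribosomal protein pseudogenes. It added every gene that the paper names for these cells, and from each list the 2 called risers and the 2 called fallers with the smallest p. The minimum of 5 had been written for CPM and was applied to scaled RPKM. A count of 5 or fewer could be named in full.

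The model was tested on simulated reads, drawn from a negative binomial distribution around the group means of the real libraries, with a set of genes changed by known folds. The spread was set to the same value for all genes and libraries and not taken from the data, so libraries that lie apart, such as 3 and 12, are not part of this test. Only 98 to 100 tested genes were changed at each fold, drawn in equal numbers up and down. That is far fewer than were called in the real comparisons, so the test does not cover how the real calls depend on the scaling. At a log2 change of 1 it recovered 98.0% of changed genes for Sca high minus Sca low (10440 genes tested), 93.0% for Sca high34a minus Sca highNT (10541 genes) and 95.9% for Sca highNT minus Sca high (10508 genes), and at a log2 change of 2 it recovered 100%. It called 3, 5 and 6 unchanged genes.

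Alternatives covered the scaling, the filter, the pseudocount, the thresholds, the libraries in the model, each library left out, limma-voom on the recovered reads, the authors' deposited p-values, the removal of each library's trend with gene length, and the sites and UTRs counted. A DESeq2 test of recovered reads and a model with the replicate number were not run.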

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

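The tests of the infected uninduced cells and of the direction of the genes common to both signatures were chosen after those results were seen, and the counts of other splits of the libraries were chosen before.

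The paper does not compare Sca highNT with uninfected Sca high cells, which differ in the infection with the vector. In this comparison limma called 2285 genes, 1104 higher and 1181 lower in Sca highNT cells. This split depends on the processing, with 791 higher and 1607 lower under upper quartile scaling, which moves the median of all genes by −0.113 on the log2 scale, and 802 higher and 523 lower over genes at 1 RPKM in every library. Inflammatory genes under NF-κB were among them, with 20 of 21 tested genes higher and none lower in Sca highNT cells (adjusted p = 2.0e-13 from camera, and 0.052 with an estimated correlation). The cytokine *Il1a* was at 568 ± 126 RPKM against 20.8 ± 5.83 (SD, n = 3) and the chemokine *Cxcl1* at 476 ± 94.6 against 21.0 ± 1.95. Of 23 tested genes of cholesterol synthesis, 22 were higher and none was lower (adjusted p = 3.5e-19 from camera, and 0.052 with an estimated correlation), among them *Sqle*, squalene epoxidase, at 59.5 ± 3.52 against 14.5 ± 0.0402 RPKM and *Lss*, lanosterol synthase, at 32.0 ± 0.961 against 4.79 ± 0.340. All counts were the same when adjusted over the list alone.

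For this pattern, a trend with gene length between libraries is argued against, since all 42 genes of these lists stayed called with the trend removed. A different mix of Sca high and Sca low cells would lie between the uninfected groups, but in 39 of the 42 genes every Sca highNT library lay above all 6 uninfected libraries. If these genes respond to miR-34a in the same direction at every dose, a leak that raised them would not have full induction lower them. That was not tested, and the induced cells also differ by the doxycycline and the fall of the cell cycle genes. Of the 22 cholesterol genes higher in Sca highNT cells, 10 fell and 1 rose after induction (p = 0.012, exact sign test across genes, and at most 0.021 under 3 other scalings, with the trend with gene length removed and without each Sca highNT or Sca high34a library) and 11 were not called. The sign test takes genes as independent, which these are not. With libraries as the replicates, the mean log2 level of the 22 genes went from 5.08 ± 0.0572 in Sca highNT to 4.67 ± 0.0490 in Sca high34a libraries (SD, n = 3), and every Sca high34a library lay below every Sca highNT library under each scaling. Against all other genes the fall of the list is weaker, as its camera call (adjusted p = 0.041) was lost with an estimated correlation (0.55) and without library 7 (0.064) or 12 (0.063). However, the same Sca highNT libraries are the raised side of the rise and the baseline of the fall, and the 22 genes were picked as high in them. A shift of those libraries alone would give both, with or without a leak. The fall therefore does not decide on a leak as the cause in this list, and the genes not called decide nothing on their own. Of the 20 inflammatory genes, 11 fell and 5 rose (p = 0.21, exact sign test). Their mean fell too, from 4.04 ± 0.135 to 3.05 ± 0.0915, which is a larger fall than that of the cholesterol genes, although single genes went both ways. The same limits hold for this fall, so a leak is left open for these genes as well.

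Whether the vector leaked at all is not decided. Genes with a miR-34 seed site ranked 18 of 90, lowest first, in Sca highNT against Sca high cells, but 2 with no filter on low values, as a leak would give, and 53 with the trend with gene length removed. Of the genes lower in Sca highNT cells, 29.9% held a site (odds ratio 1.46, p = 8.2e-08, Fisher's exact test across genes). A leak would give this too, but genes with a site also have longer 3′ UTRs. *Mir34a* had 3, 8 and 4 reads in Sca highNT against 0, 0 and 3 in Sca high libraries, a log2 fold change of 1.96 (adjusted p = 0.031 from limma) that did not pass the threshold, and it was called without library 3 (2.71). *Notch1*, with 5 seed sites, was at 1.08 to 1.77 RPKM in Sca highNT against 3.92 to 6.32 in Sca high libraries, the direction a leak would give. Of the 42 tested reported targets of miR-34, however, 6 were lower and 2 higher, and the list did not pass (adjusted p = 0.57 from camera). The G2/M list was called lower in Sca highNT than in Sca high cells, the direction a leak would give, with 5 of 52 genes lower and none higher, the same when adjusted over the list alone (median −0.10, adjusted p = 0.041 from camera, and 0.58 with an estimated correlation). This call was lost with no filter on low values (adjusted p = 0.097), with the trend with gene length removed (0.071) and without library 3 (0.10) or 8 (0.093). Infection with the vector goes with the group and was not tested apart from it. The paper's methods list hygromycin B without naming the cells that received it. The sources used here thus do not say whether these cells were also selected or grown in another way.

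The direction of the common genes, taken from the signs of their fold changes, rests on a pair of libraries. Of 1832 genes, 866 (47.3%) moved towards Sca low with all libraries, and 56.43% did so with Sca high library 3 and Sca high34a library 12 left out, while the other 8 pairs of 1 Sca high and 1 Sca high34a library gave 44.43% to 50.66%. These libraries lie apart from their groups, and a candidate explanation is that they carry a difference not linked to the groups. With all libraries, removing the trend with gene length left the share at 46.98%, and no other scaling raised it above 47.22%. Neither thus accounts for the share with all libraries. As neither was run with libraries 3 and 12 left out, they cannot tell whether length or scaling shapes the 56.43%. The deviation of Sca high libraries 1 and 2, which remain then, ran with gene length at a Spearman rho of 0.31 and 0.39. That of Sca high34a libraries 10 and 11 did so at −0.36 and −0.42. Whether library 3 and library 12 differ from the rest for a technical or a biological reason was not tested, as the labels give no batch.

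With 3 libraries against 3 there are 10 splits, of which only the real 1 called as many genes in each comparison, and 10 splits are too few for a share under 0.05. The real split called 4272, 4129 and 2285 genes for Sca high against Sca low, Sca high34a against Sca highNT and Sca highNT against Sca high, and the highest of the other splits called 0 with limma in each. At an unadjusted p below 0.05 the real splits held 7493, 7234 and 6042 genes and the highest of the others 1164, 1287 and 1157.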

How the results depend on the processing

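The settings with RPKM as deposited, other pseudocounts, the stricter filter, the trend with gene length removed, the authors' deposited p-values and libraries 3 and 12 both left out were added after the data were seen, and the others were planned. Counts of called genes stayed within 1.5 times except as follows. With an adjusted p below 0.05 and no minimum fold, which loosens both thresholds at once, 7175 genes were called for Sca high against Sca low, 6881 for Sca high34a against Sca highNT, 5367 for Sca highNT against Sca high and 4744 in both signatures. Over genes at 1 RPKM in every library, 1325 were called for Sca highNT against Sca high and 1099 in both signatures, as fewer genes were tested, and with a pseudocount of 1 there were 1190 in both. Leaving out 1 library gave 3983 to 4675, 3900 to 4444 and 1990 to 2727 called genes, 1707 to 1969 common genes and 2185 to 2475 genes specific to miR-34a. With limma-voom on the recovered reads there were 4334, 4250 and 2358 called genes and 1940 in both. The percent of common genes moving towards Sca low was 47.27 and past a Fisher exact p of 0.05. It was no longer past it with RPKM as deposited (47.22), over genes at 1 RPKM in every library (47.95), with a pseudocount of 1 (48.4) and with the authors' deposited values (48.79), and it turned to 56.43 with libraries 3 and 12 left out. With 1 library left out it ranged from 44.5 to 51.85, and it was also no longer past it without library 3 (49.44, Fisher exact p = 0.59) or, turned, without library 12 (51.85, p = 0.19). The correlation of fold changes moved from 0.0059 to −0.0358 with both left out and ranged from −0.0196 to 0.0265 with 1 left out. Of 8, 12 and 7 lists called in the 3 comparisons, 0, 1 and 0 were called with an estimated correlation, which is stricter by its construction. With fry, a test of a list's own genes, 21 were called for Sca high against Sca low and 17 for Sca highNT against Sca high. With 1 library left out the lists called were 8 to 9, 10 to 12 and 6 to 7. The seed shift stayed the lowest of the 90 after miR-34a and ranged from −0.235 to −0.157 with 1 library left out, from 0.10 to 0.162 for Sca high against Sca low and from −0.120 to −0.0731 for Sca highNT against Sca high. The last was −0.0462 and ranked 2 of 90 with no filter on low values. Apart from those with a reason given, the cause was not tested. Of 329 results for named genes, 272 kept their side of the thresholds under every alternative, 37 lost their call and 20 gained one under some alternative, and 0 changed sign past the thresholds. No paired analysis was possible because the columns carry a running number and no replicate number. The planned DESeq2 test and the planned model with the replicate number were not run. Genes with few reads, such as *Mir34a* in uninfected cells and *Lef1*, are limited by depth.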

Differences from the paper's values

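The shares of list genes called and the authors' deposited marks were looked at after the results were seen. At the thresholds of Fig. 4h and over the 10597 genes kept by the filter, no count differed from the paper's by more than 1.5 times. The Sca-signature held 4272 genes (the paper's value is 3589), the 34a-signature 4129 (the paper's is 3599), the 34a-specific genes 2297 (the paper's is 2039) and the common genes 1832 (the paper's is 1560). Of the alternatives set before the data were examined, no filter on low values (5553 in the Sca-signature) and an adjusted p below 0.05 with no minimum fold (7175, 6881 and 4744 in the Sca-signature, the 34a-signature and the common genes) differed by more than that, and the others did not.

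In the authors' deposited table, 3108 genes are marked as regulated in the Sca comparison, 3082 in the 34a comparison and 1223 in both, so its marks and the paper's counts differ. Of the genes marked, 89.6% and 92.1% were called here in the same comparison. The authors' deposited adjusted p-values and fold changes pass both thresholds of Fig. 4h for 5966 genes in the Sca comparison, 5312 in the 34a comparison and 2407 in both. The thresholds alone thus do not give the paper's counts, and the closeness of the counts here depends on the filter.

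The paper describes the common genes as often changing in opposite ways in the signatures. Over the whole list of 1832, 866 (47.3%) moved towards Sca low by the sign of the fold change and 966 away. In the authors' deposited table, 50.8% of the 1223 genes marked as common are marked as having the same trend. The fold change there is Sca low over Sca high, so this mark stands for genes that moved towards Sca low. The share towards Sca low passed 50% at 51.85% without Sca high34a library 12 (p = 0.19, Fisher's exact test), set before the data were examined. It also did so at 50.7% (p = 0.71) and 56.43% (p = 6.6e-08) with library 12 left out together with Sca high library 2 or 3, by the same Fisher's exact test, which was chosen after seeing the values. Of these, the link of directions passed 0.05 with libraries 3 and 12 left out alone. With libraries 3 and 12 left out, 127 of the authors' 1223 common genes were not called in both, against 182 with all libraries. Among the 338 common genes with an absolute log2 fold change above 2 between Sca high and Sca low cells, 55.0% moved towards Sca low, and so did all 9 basal genes called in both.

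The paper names EMT as the most enriched in all signatures. The 23 lists tested here are not the paper's gene sets and were not limited to common pathways, as they include the cell cycle lists and the reported targets. Among them the EMT list ranked 5 by camera for Sca high against Sca low and 10 for Sca high34a against Sca highNT cells. A one-sided Fisher's exact test of the share of genes called was also made, and lists were ranked by its p and not by the share itself. For genes called in either direction between Sca high and Sca low cells, the EMT list ranked 2 (26 of 33, adjusted p = 8.5e-05), behind the luminal list. For genes that fell after miR-34a it ranked 8 by the same test (14 of 33, adjusted p = 0.015).

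The paper lists Wnt, Notch and p53 as enriched pathways. For Sca high against Sca low cells the Wnt targets were enriched among called genes (12 of 16, adjusted p = 0.017, Fisher's exact test, one-sided), while the Notch genes (12 of 19, adjusted p = 0.11), the p53 targets (14 of 29, adjusted p = 0.43) and the genes of Wnt reception (17 of 33, adjusted p = 0.25) were not. The p53 targets passed camera (adjusted p = 0.037), and lost this call with an estimated correlation (0.13), under upper quartile scaling (0.057), with RPKM as deposited (0.053), with the trend with gene length removed (0.051) and with libraries 3 and 12 left out (0.065). With fry the Notch list, the p53 targets, the Wnt targets and the genes of Wnt reception passed for Sca high against Sca low cells, but so did most lists, 21 of 23, and the list of the paper's 10 Wnt genes did not (adjusted p = 0.052 from fry). Among genes that fell after miR-34a, none of these passed Fisher's exact test (adjusted p = 0.55 for Notch, 0.94 for p53 targets, 0.94 for Wnt targets, 0.95 for Wnt reception and 0.49 for the paper's 10 Wnt genes). With fry after miR-34a, the p53 targets (adjusted p = 3.0e-06, higher) and the paper's 10 Wnt genes (0.00014, lower) passed, as did most lists. The Notch list (0.086), the Wnt targets (0.062) and the genes of Wnt reception (0.50) did not. The 10 Wnt genes were chosen partly on these libraries.

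The paper gives each of the 10 Wnt genes at least 1 responsive element in the 3′ UTR. In the UTRs searched here, 6 genes held a 7-base seed match, and *Fzd1*, *Fzd2*, *Ep300* and *Lrp6* did not. The paper's predictions came from TargetScan and miRanda, which were not used here. Its reporter assays with wild-type and seed-mutated UTRs found *Fzd1* and *Fzd2* to be direct targets (Fig. 5f). The lack of a 7-base match in this annotation therefore does not show that these genes lack a responsive element. *Lrp6* held 1 match of 6 bases.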

Other observations

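The hypotheses weighed for the infected cells and the common genes stand above with their tests, and the values here were chosen after the results were seen except for the list tests. Targets of ATF4, which drives amino acid supply under stress, fell after miR-34a, with 13 of 18 tested genes lower and 1 higher in Sca high34a than in Sca highNT cells (adjusted p = 0.00041 from camera, and 0.16 with an estimated correlation). The cystine transporter *Slc7a11* fell from 9.12 ± 0.181 to 1.37 ± 0.0802 RPKM (SD, n = 3), with 2.40 ± 0.157 in uninfected Sca high cells, and *Mthfd2*, an enzyme of mitochondrial folate metabolism, from 25.2 ± 1.74 to 8.23 ± 0.192, while *Sesn2* rose. Of 13 tested chaperones of the unfolded protein response, 6 fell and 1 rose (adjusted p = 0.012 from camera, and 0.30 with an estimated correlation). This list was called higher in Sca highNT than in uninfected Sca high cells, with 6 higher and 1 lower (adjusted p = 0.011 from camera, and 0.42 with an estimated correlation). Its fall thus set out from a raised level. Of 23 tested cholesterol synthesis genes, 10 fell and 1 rose (adjusted p = 0.041 from camera, and 0.55 with an estimated correlation), and this call was lost without library 7 (adjusted p = 0.064) or library 12 (0.063). All these counts were the same when adjusted over the list alone.

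Inflammatory genes that were high in Sca highNT cells went both ways after miR-34a. Of 21 tested NF-κB genes, 11 fell and 6 rose (adjusted p = 0.42 from camera). *Ptgs2*, which encodes cyclooxygenase-2, fell from 389 ± 65.7 to 42.8 ± 3.88 RPKM and *Il6* from 5.33 ± 0.608 to 0.172 ± 0.0491 (78.5 ± 6.01 and 0.762 ± 0.132 in uninfected Sca high cells), while the adhesion molecule *Icam1* rose from 0.372 ± 0.0615 to 1.65 ± 0.147. *Krt17*, a keratin of stressed and basal epithelium, was at 50.9 ± 3.49 RPKM in Sca high, 612 ± 75.2 in Sca highNT and 39.3 ± 5.91 in Sca high34a cells.

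Axon guidance genes (semaphorins, ephrins, netrins and their receptors) were called higher in Sca high than in Sca low cells for 19 of 36 tested and lower for 8 (adjusted p = 0.032 from camera, and 0.68 with an estimated correlation), and this call ended under upper quartile scaling, with RPKM as deposited and with the trend with gene length removed. In Sca highNT against uninfected Sca high cells 3 were higher, 18 were lower and 15 were not called (3 and 19 when adjusted over the list alone; adjusted p = 7.2e-05 from camera, and 0.44 with an estimated correlation). The luminal list was also lower in Sca highNT than in Sca high cells, with 1 gene higher and 13 lower of 21 (2 and 13 when adjusted over the list alone; adjusted p = 7.2e-05 from camera, and 0.28 with an estimated correlation), and *Krt18* was at 2.56 ± 0.223 against 8.91 ± 0.796 RPKM. This call of the luminal list was lost over genes at 1 RPKM in every library.

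The NT comparison also called genes of MYC and ribosome biogenesis, with 5 higher and 1 lower of 41 (adjusted p = 0.00026 from camera, and 0.28 with an estimated correlation). G2/M genes were lower in Sca high than in Sca low cells for 18 of 52 and higher for none (adjusted p = 0.00021 from camera, and 0.35 with an estimated correlation), with *Ccnb2*, which encodes cyclin B2, at 12.8 ± 1.97 against 42.2 ± 3.05 RPKM.

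Markers of macrophages, endothelium, fibroblasts and adipocytes were low. At most 1 gene of each list was tested, and the highest mean level in any group was 2.18 RPKM, that of *Lipe* in Sca highNT cells. The tested ones, *Cd68*, *Dcn* and *Lipe*, were each called higher in Sca highNT than in uninfected Sca high cells, with log2 fold changes of 0.58, 2.48 and 1.34. The call of *Cd68* was lost under upper quartile scaling (0.47), with a pseudocount of 0.5 (0.45) or 1 (0.35), with the trend with gene length removed (0.40) and without library 2, 7, 8 or 9.

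The paper measures miR-34a by other assays and finds it higher in Sca low than in Sca high cells (Fig. 4a). In these libraries the *Mir34a* locus had 0, 0 and 3 reads in Sca high and 0, 4 and 1 in Sca low cells, which is too few to show a difference at this depth. The paper finds most of its 10 Wnt genes lower after induction in Sca high cells by RT-qPCR (Fig. 5e). In these libraries 3 of the 9 tested were called lower and *Wnt4* was called higher, at the adjusted p and fold thresholds used here. *Fzd2*, *Ep300* and *Bcl9l* were also lower but were not called. For *Fzd2* (log2 fold change −0.35) only the fold threshold was missed. *Lrp6* was higher and *Hdac1* hardly changed, neither of them called. The legend of Fig. 5e names no minimum fold, so the 2 counts rest on unlike criteria and do not test each other.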
